# Metabolite-driven remodeling of hepatic lipid metabolism by the plasticizer di-isononyl phthalate

**DOI:** 10.1016/j.molmet.2026.102412

**Published:** 2026-07-03

**Authors:** Sini Pitkänen, Henriikka Hakomäki, Olli Kärkkäinen, Marko Lehtonen, Sreejita Das, Jaana Rysä, Jenni Küblbeck, Anna-Liisa Levonen

**Keywords:** Di-isononyl phthalate, Liver, Lipid metabolism, Mitochondria, Metabolism-disrupting chemical

## Abstract

**Introduction:**

Phthalates are widely used as plasticizers in consumer products and are suspected to be metabolism-disrupting chemicals. Di-isononyl phthalate (DINP) is commonly recognized as less hazardous substitute for more studied di(2-ethylhexyl) phthalate (DEHP).

**Materials and methods:**

The effects of DINP on hepatic lipid metabolism were studied using C57BL/6J mice with diet-induced obesity, and human HepaRG and C3A cell lines. The mice were orally exposed to 0, 1.5, 15 or 150 mg/kg bw/d DINP for 20 weeks, followed by assessment of glucose and insulin tolerance, hepatic histology, transcriptome and metabolome. The cells were exposed to DINP and its metabolites, followed by measurement of mitochondrial function and nuclear receptor activation.

**Results:**

The highest dose of DINP decreased hepatic lipid droplets and slightly attenuated weight gain and glucose tolerance of the mice. DINP exposure elevated acylcarnitine levels, indicating altered fatty acid beta-oxidation, which was accompanied by enrichment in mitochondrial and peroxisomal lipid metabolism pathways at transcriptomics level. *In vitro*, monoisononyl phthalate (MINP), the primary metabolite of DINP, increased mitochondrial respiration and beta-oxidation in presence of long-chain fatty acids. DINP metabolites activated peroxisome proliferator-activated receptors (PPARs) of both mouse and human, with an activation profile partially distinct from DEHP.

**Conclusions:**

Our findings indicate that DINP remodels hepatic lipid metabolism through its active metabolites via PPARs at high doses, with additional modes of action at lower exposure levels. Due to species-specific differences in nuclear receptor activation potencies, the adverse or potentially beneficial nature of these effects in humans remains ambiguous.

## Highlights

• Common plasticizer DINP induced lipid beta-oxidation and affected hepatic lipid deposition in obese mice
• Acylcarnitine levels were increased in the liver and plasma after DINP exposure
• DINP metabolites activated mouse and human PPARs with an activation profile partially distinct from DEHP

## 1 Introduction

Metabolic diseases such as metabolic dysfunction-associated steatotic liver disease (MASLD), hyperlipidemia, obesity and type II diabetes (T2D) present significant global health challenges affecting millions of people worldwide [1,2]. MASLD is the most common chronic liver disease with estimated 38 % global prevalence in adults [3]. It is a progressive disease which may develop into metabolic dysfunction-associated steatohepatitis (MASH) or even cirrhosis and hepatocellular carcinoma [4]. The hallmark of MASLD is lipid accumulation in the liver tissue due to increased lipid uptake and biosynthesis next to impaired lipid metabolism and transport outside of the liver [5]. MASLD is considered to be a hepatic manifestation of metabolic syndrome, as it often co-occurs with other metabolic comorbidities such as hyperglycemia, insulin resistance, dyslipidemia and obesity [4].

Phthalates are synthetic plasticizers and dissolving agents which are commonly used in manufacturing of common consumer products, such as plastics and cosmetics [6]. They are suspected of being so-called metabolism-disrupting chemicals (MDCs), characterized by the ability to interfere with metabolic functions and increase the risk for developing metabolic disorders [7]. Exposures to commonly used phthalates, such as di(2-ethylhexyl) phthalate (DEHP), have been shown to disturb lipid and glucose metabolism in multiple cell and animal studies [[8], [9], [10]]. Importantly, phthalate exposure has been associated with MASLD in several epidemiological studies [11]. Similar links have been found with insulin resistance and metabolic syndrome [12,13].

Di-isononyl phthalate (DINP) is a high molecular weight phthalate, which has been used as substitute for DEHP. DINP is lesser studied compared to DEHP, but these molecules share similarities in their physicochemical properties. Metabolism of phthalates is typically rapid – in the first phase, the parental diester phthalate undergoes hydrolysis in the gastrointestinal tract, and upon the release of the alkyl group, it can be absorbed as the corresponding monoester phthalate, which is mono(2-ethylhexyl) phthalate (MEHP) for DEHP and monoisononyl phthalate (MINP) for DINP [14]. These primary metabolites undergo further metabolic reactions in the liver, which leads to production of several potentially active metabolites.

Mouse models of diet-induced obesity (DIO) have been shown to be useful for the studies inspecting chemically induced metabolic adverse effects [15,16]. The metabolic challenge with high-fat diet (HFD) shifts the energetic balance and may sensitize the mice to further chemically induced metabolic disruption. Furthermore, HFD mimics the modern dietary status which is characterized by high intake of fat, sugar and processed food [17]. In the DIO models, various metabolic effects have been demonstrated after chronic DEHP exposures. For example, in C57BL/6J female mice, chronic DEHP exposure reduced the metabolic rate, which accelerated weight gain and lipid accumulation, and led to impaired glucose tolerance [18]. In contrast, C57BL/6J male mice demonstrated reduction in plasma triglycerides, body weight and total body fat after DEHP exposure [19]. In another study with C57BL/6J males, DEHP exposure disrupted hepatic lipid metabolism by promoting both lipogenesis and fatty acid oxidation at the same time, and the effect was dependent on dietary status, as it was only detected in obese mice [20]. To our knowledge, DINP exposure studies have not been previously conducted using DIO models.

To fill the gap in knowledge about DINP metabolic effects, we conducted a 20-week exposure study using 1.5, 15 and 150 mg/kg bw/d doses of DINP and inspected glucose and insulin tolerance, histology, transcriptome and metabolome, focusing on the liver tissue. We then compared the responses to human hepatic cell lines, by assessing the effects of DINP and its metabolites on mitochondrial function, the rate of beta-oxidation and species-specific nuclear receptor activation. Overall, this study demonstrated the capacity of DINP metabolites to remodel hepatic lipid metabolism and mitochondrial function in mouse liver and human hepatic cells, highlighting several modes of action at different exposure levels.

## 2 Materials and methods

### 2.1 Animals

60 wildtype C57BL/6J male mice were acquired from The Jackson Laboratory (France). All procedures involving animals were conducted under EU legislation and approved by the National Animal Experiment Board of Finland, under licenses ESAVI/42100/2022 and ESAVI/43804/2019.

### 2.2 Cell culture

Undifferentiated human hepatic HepaRG cells (BPHPR101) at p.12 were acquired from Biopredic International (Saint Grégoire, France) and human hepatoma C3A cells (CRL-10741) from ATCC/LGC Standards (UK). HepaRG cells were cultured in William’s E medium (Gibco 22551-022) supplemented with 10 % FBS (Gibco 10500-064), 1 % penicillin-streptomycin (Gibco 15120-122), 1 % L-glutamine (Gibco 25030081), 1 % human hydrocortisone (Cayman Chemicals 18226) and 0.05 % human insulin (Gibco 12585-014), and C3A cells in DMEM (Gibco 11880) supplemented by 10 % fetal bovine serum (FBS, Biowest S181B, Nuaillé, France), 1 % L-glutamine (Biowest X0550), and 1 % penicillin/streptomycin (Biowest L0022), in a humidified atmosphere at 37 °C with 5 % CO_2_. HepaRG cells were differentiated in batches using a standard protocol, allowing them to proliferate for 14 days in the growth media, followed by a 14-day differentiation by 1.7 % DMSO (Sigma Aldrich D8418) [21]. Differentiated HepaRG cells were used in experiments in passage 18, and C3A cells between passages 7 to 14.

### 2.3 Test chemicals

Technical-grade DINP (P0300, mixture of branched chain isomers) was obtained from TCI Chemicals (Japan), MINP (1,2-benzenedicarboxylic acid 1-(7-methyloctyl) ester, TRC-M547540), monohydroxyisononyl phthalate (MHINP, TRC-M547540) and MEHP (Ehrenstorfer 16178900) from LGC Standards, phthalic acid (402915), DEHP (Supelco 67261), 1,2-cyclohexane dicarboxylic acid diisononyl ester (DINCH, Y0002022) and fenofibrate (F620) from Sigma Aldrich, and PPARα inhibitor GW6471 (HY-15372), PPARγ inhibitor GW9662 (HY-16578) and bezafibrate (HY-B0637) from MedChemExpress. Test compound stocks and dilutions were prepared in DMSO (Sigma Aldrich D8418).

### 2.4 *In vivo* study design

6-week-old mice were transported and acclimated to the local lab animal center habitat for two weeks before starting the experiment. The mice were single housed in individually ventilated polysulfone cages (Tecniplast 1285) with *ad libitum* access to tap water from metal-capped drinking bottles. The mice were maintained in a room with controlled temperature (22 ± 2 °C), humidity (55 ± 15 % RH) and a 12/12h light-dark cycle. From the age of 8 weeks, mice were fed *ad libitum* high-fat diet (HFD) with 45 % kcals from fat (Research Diets D12451). The general condition of the mice was inspected daily, and the bodyweights were recorded weekly. Average food intake was measured by recording the difference between food provided and remaining at each diet refresh, which was performed three times a week. The diet was distinguishable from the bedding material by its pink color.

The mice were habituated to daily consumption of palatable placebo pellets for 10 days before starting DINP exposure via these pellets (section 2.5.). At the end of the habituation period, the mice were randomized into three dose groups and a placebo control group (n = 14-15) using RandoMice [22]. Out of the initial 60, three mice were excluded from the experiment due to injuries due to transport-related stress (n = 1), significantly higher bodyweight (n = 1), and abnormal liver structure (n = 1). For 20 weeks, the mice were orally exposed to DINP every morning at 8–10 AM by voluntary ingestion of the DINP-containing pellet. Daily administration of the pellet was visually confirmed.

Intraperitoneal glucose and insulin tolerance tests (i.p.GTT and i.p.ITT) were conducted after exposure weeks 17 and 19. After 20 weeks of exposure, the mice were euthanized by CO_2_ inhalation. The whole blood was drawn by cardiac puncture, followed by PBS perfusion. The tissues were weighted and either flash frozen in liquid nitrogen for gene expression, untargeted metabolomics and biochemical analyses or immersed in fixative for histology.

### 2.5 *In vivo* DINP exposure

Gelatin pellets were prepared by mixing warm blackcurrant juice with gelatin (1.2 g gelatin in 10 ml of 50 % juice) and coagulating the mixture in glass-coated 96-well plates with U-shaped bottom (Thermo Fisher Scientific) [23]. These pellets were used as a vehicle to administer three doses of DINP corresponding to 1.5, 15 or 150 mg/kg bw/d. The control group received a placebo pellet. The pellets were prepared in batches and stored on glass dishes at −20 °C until administration. The middle DINP dose reflects the no-observed adverse effect level (NOAEL) established by EFSA (2019) and EPA (2022) based on chronic hepatic and renal effects in rats in a 2-year chronic study [24]. The highest DINP dose represented the mechanistic dose and provided a reference for more human-relevant lower doses. Typical phthalate exposure level is at μg/kg level in humans, but may rise for example in occupational setting, or in other less typical exposure scenarios, such as during hospitalization through i.v. medical devices [25].

### 2.6 Intraperitoneal glucose and insulin tolerance tests

The mice were fasted for 4–5 h before i.p.GTT and i.p.ITT. Around 30 min before the start, they were given local anesthetics (EMLA cream with 25/25 mg/g lidocaine/prilocaine, Aspen Pharma) on the tail tip. The baseline glucose was measured from small tail bleeding which was incised using a sterile scalpel. At 0 min, the mice were injected i.p. with 1.0 g/kg of 20 % glucose in 0.9 % NaCl in i.p.GTT or 0.5 mIU/g of 100 mIU/ml insulin (Actrapid Penfill 100 IU/ml, Novo Nordisk) in 0.9 % NaCl in i.p.ITT. Plasma glucose levels were measured from the tail bleeding at 15, 30, 45, 60, 90, and 120 min in i.p.GTT and at 15, 30, 45, 60, and 90 min in i.p.ITT.

### 2.7 Histology

#### 2.7.1 Paraffin-embedded sections

Collected tissues from the liver left lobe were fixed for 24 h at 4 °C in 4 % paraformaldehyde, processed and embedded in paraffin blocks. Sections of 5 μM were mounted on charged microscopy slides and stained with Delafield’s hematoxylin & eosin (H&E), Periodic acid-Schiff (PAS), and Masson’s trichrome (MT), using Trichrome Stain (Masson) Kit (Sigma–Aldrich).

#### 2.7.2 Cryosections

Collected tissues were flash frozen in liquid nitrogen and stored in −80 °C, embedded in Optimal cutting temperature (OCT) compound and sectioned in 8 μM thickness using cryotome with an ambient temperature of −22 °C. To stain neutral lipids in the liver (medial lobe), sections were fixed with formal calcium, stained with Oil-Red-O (ORO) and counterstained with Mayer’s hematoxylin.

#### 2.7.3 Imaging and analysis

The stained sections were imaged using VS200 slide scanner (Olympus) and quantitatively analyzed using OlyVIA (Olympus) and ImageJ/Fiji [26] softwares. Macro- and microvesicular steatosis were also visually scored using tiered grading system: 0 = not present (<5 %), 1 = mild (5–33 %), 2 = moderate (33–66 %) and 3 = severe (>66 %), and inflammation on a scale of 0 = not present, 1 = mild (<2 foci per field), 2 = moderate (2–4 foci per field) and 3 = severe (>4 foci per field) [27].

### 2.8 Quantitative triglyceride measurement

Triglycerides (TGs) were quantified from plasma and liver medial lobe homogenate using Liquicolor Mono (Human GmbH) kit, following manufacturer’s instructions, as described before [23]. Absorbance values of the liver were normalized to total protein content of the tissue, which was quantified using Pierce BCA Protein Assay Kit (Thermo Scientific 23225).

### 2.9 Determination of ALT in mouse plasma

Alanine transaminase (ALT) enzyme level in mouse plasma was measured using Mouse ALT (Alanine Transaminase) ELISA Kit (FineTest EM0829) by following manufacturer’s instructions.

### 2.10 Untargeted UPLC-MS/MS analysis

Cold acetonitrile was added into the plasma at a ratio of 200 μL per 50 μL of plasma. The samples were mixed by pipetting and then centrifuged for 10 min at 13 000 rpm at 4 °C. They were then stored at 10 °C until analysis. Frozen liver right lobes were weighed (134–402 mg wet weight), placed in methanol (80 %) at a standard concentration of 100 mg/300 μl solution, and then homogenized with Bead Ruptor 24 Elite (Omni International, Kennesaw, GA, USA). Tissues were homogenized in microtubes (2 ml, reinforced with 1.4 mm ceramic beads, Omni International, Kennesaw, GA, USA) with a cooling (2 °C) and a program dedicated to liver tissue (1 cycle, 30 s, speed 5). After homogenization, samples were transferred to shaker for 5 min (Multi Reax, Heidolph, Schwabach, Germany). Then samples were centrifuged for 10 min (14000 rpm at 4 °C) (Centrifuge 5804R, Eppendorf, Hamburg, Germany). The homogenized sample was diluted with methanol (80 %, 1:1, v/v) and transferred into filter plates (Captiva ND filter plate 0.2 μm) and mixed by pipetting. The samples were then centrifuged for 5 min at 700×*g* at 4 °C and kept at 10 °C until analysis.

A small portion of each sample was combined and utilized as a quality control (QC) sample. These QC samples were incorporated in the analysis at the beginning to equilibrate the analytical platform and subsequently after every 9 samples. Samples were randomized before the analysis. Plasma and liver samples had independent quality control samples.

Instrumental analysis was performed at the LC-MS metabolomics center (Biocenter Kuopio, University of Eastern Finland, Finland). The analysis was carried out using an ultra-high performance liquid chromatography (LC) system (Vanquish Flex UHPLC, Thermo Scientific, Bremen, Germany), which was coupled online to a high-resolution mass spectrometry (MS, Q Exactive Classic, Thermo Scientific). The samples were measured using two distinct chromatographic techniques: reversed phase (RP) and hydrophilic interaction chromatography (HILIC). The analyses in both chromatographic techniques include the utilization of both electrospray ionization (ESI) polarities, which were ESI positive (ESI+) and ESI negative (ESI-). The centroid mode was used to obtain full scan data. The data was collected over a mass to charge ratio (*m*/*z*) range of 120–1200 in the RP technique and 50 to 700 in the HILIC technique. To identify metabolites, we acquired data-dependent product ion spectra (MS/MS) from pooled QC samples at the beginning and end of the analysis for each mode. The configuration and specifications for the LC-MS instrument have been previously published [28].

The data was acquired in RAW file format and transformed into mzML using MSConvertGUI (ProteoWizard) [29]. Peak picking and alignment were done using MS-DIAL software (v.4.9.221218). The minimum peak height was set at 200 000 in positive mode and 100 000 in negative mode. With both modes, the minimum peak width was 8, retention time tolerance 0.5 min and peak count filter 50 %. The gaps were filled by compulsion. The peak alignment and metabolite annotation was done using a combination of in-house libraries and data from public databases. The alignment result was exported as peak areas for preprocessing and statistical analysis, in which the notame R package was used [30]. In preprocessing, the analytical modes were merged, and the data was corrected for analytical drift. The features with low detection rate (RSD rate <0.5 and D ratio <0.8) were flagged. Missing values were imputed using random forest imputation. The statistical analysis was done using Welch’s one-way ANOVA with Benjamini-Hochberg correction for false discovery rate (FDR). Metabolite identification was focused on features with statistically significant differences between the DINP-exposed groups and the control group. In the groupwise comparison, the features with FDR <0.05 were considered significant, and features with p < 0.05 and FDR >0.05 were considered as trends. Metabolites were identified based on the standard metabolite identification levels, in which 1 = metabolites confidently identified against in-house library, 2 = putatively annotated metabolites and 3 = putatively characterized metabolite classes [31]. The untargeted metabolomics data has been deposited at the NIH Common Fund's National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench [32], where it has been assigned to Project ID ST004436.

### 2.11 RNA sequencing

Total RNA was isolated from homogenized liver medial lobe using NucleoSpin RNA kit (Macherey Nagel). RNA sequencing libraries were prepared from the total RNA using QuantSeq 3′ mRNA-Seq V2 Library Prep Kit FWD with UDI (Lexogen), following the manufacturer’s instructions. The libraries were sequenced at Novogene (Munich, Germany) using Illumina’s PEI150 sequencing strategy in NovaSeq X plus sequencer. The reads were preprocessed using nf-core/rnaseq pipeline v. 3.14.0 [33], using STAR, RSEM and Salmon packages combined with quality control, and annotated to the GRCm38 reference genome. Differential gene expression analysis between the DINP-exposed groups and the control group was performed using DESeq2 [34]. Gene set enrichment analysis (GSEA) [35] was used to identify enriched pathways in the DINP-exposed groups. The pathways with FDR <0.05 were considered significantly altered. The data was visualized using ggplot2 [36] and GraphPad Prism v. 10.0.2. The data has been deposited at Gene Expression Omnibus (GEO) database under accession number GSE313258.

### 2.12 RT-qPCR

C3A cells were seeded on 12-well plates and transfected with silencer RNA for PPARA (Ambion AM16708; ID 142804) or negative control (Ambion 4390847), using Lipofectamine RNAiMAX (Thermo Fisher Scientific) for 48 h following the manufacturer’s recommendations. Cells were then incubated with test chemicals for additional 24 h, followed by RNA extraction by High Pure RNA Isolation Kit (Roche). RNA from C3A cells and mouse liver (Section 2.10.) was reverse-transcribed to cDNA by Transcriptor First Strand cDNA Synthesis Kit (Roche). Gene expression was assessed using Universal Probe Library (Roche) for *PLIN2* or PrimeTime Std qPCR Assays (Integrated DNA Technologies) for other genes on QuantStudio 3 system (Applied Biosystems). Primer sequences are described in Table 1. Gene expression was normalized to *PPIA/Ppia* (human/mouse) and quantified using the 2−ΔΔ*Ct* method.

**Table 1:** Sequences of RT-qPCR primers.

Gene	Forward primer	Reverse primer
*Mouse Ppia*	5′-CAAACACAAACGGTTCCCAG-3′	5′-TTCACCTTCCCAAAGACCAC-3′
*Mouse Ehhadh*	5′-GTGGAGCAAATGACAACTTCTG-3′	5′-TGGCTTCTGGTATCGCTGTA-3′
*Mouse Cyp4a10*	5′-TTCTGGGGAAGCAAGGC-3′	5′-TCCATTCAACAAGAGCAAACC-3′
*Mouse Cyp3a11*	5′-AGTAGCACACTTTCCTTCACC-3′	5′-CCATCTCCATCACAGTATCATACG-3′
*Human PPIA*	5′-CATCCTAAAGCATACGGGTCC-3′	5′-TCTTTCACTTTGCCAAACACC-3′
*Human ACOT1*	5′-TATTTGGTCTGGCTGATCGG-3′	5′-TCTGCCCAACTCTTCCTCT-3′
*Human ACOT2*	5′-TAGGCACAGAACATACTTGAGG-3′	5′-CTTCAGGCTCCATTGGTACAG-3′
*Human PLIN2*	5′-TCAGCTCCATTCTACTGTTCACC-3′	5′-CCTGAATTTTCTGATTGGCACT-3′

### 2.13 Western Blot

After siRNA transfections (section 2.12.), protein levels of PPARα in C3A cells were assessed using Western Blot. The cells were collected in RIPA buffer (20 mM Tris–HCl, 150 mM NaCl, 1 mM EGTA, 1.0 % NP-40, 1 % sodium deoxycholate, 2.5 mM sodium pyrophosphate, 1 mM b-glycerophosphate, 1 mM Na_3_VO_4_, 1 μg/ml leupeptin) with 1 mM PMSF and phosphatase inhibitor cocktail (Roche). The samples were sonicated for 5 min in 30 s on/off cycles and centrifuged at 14 000 rpm at 4 °C for 30 min to separate the supernatant, from which the protein levels were measured using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Equal amounts of protein (20 μg) were suspended in Laemmli sample buffer, and the samples were denatured at 95 °C for 5 min. The proteins were separated by 10 % SDS-PAGE and transferred to nitrocellulose membranes (BioRad 1620112). Primary antibodies for PPARα (Invitrogen PA1-822A, 1:500 in 1 % BSA-TBST; a kind gift from Pasi Tavi, University of Eastern Finland) and beta-actin (ACTB, Invitrogen MA1-91399, 1:5000 in 1 % BSA-TBST) were incubated overnight, followed by TBST washes and a 1-hour incubation with HRP-conjugated secondary antibodies (Cell Signaling 7074S, 1:10 000 in 1 % BSA-TBST and R&D Systems HAF007, 1:10 000 in 1 % BSA-TBST). The blots were imaged using Western Lightning Ultra Chemiluminescent Substrate (NEL112001EA, Revvity) in ChemiDoc MP Imaging System (BioRad). Band intensities of PPARα were quantified using ImageJ/Fiji and normalized to ACTB. The silencing efficiencies at RNA and protein levels (51 and 41 % at 72 h) are shown in Figure S1.

### 2.14 Mitochondrial function assays

Differentiated HepaRG cells were seeded on XF96 cell culture microplates (Agilent 101085-004) to a density of 27 500 cells per well, in line with the smaller well area on the Seahorse plate reflecting 40 % of the suggested cell number for HepaRG in normal 96-well plate. The growth media was refreshed the next day and two days after that. On day 4, the cells were adapted to treatment media including William’s E (Gibco 22551-022) supplemented with 2 % FBS (Gibco 10500-064), 1% penicillin-streptomycin (Biowest L0022), 1 % L-glutamine (Gibco 25030081), 1 % human hydrocortisone (Cayman Chemicals 18226), 0.05 % human insulin (Gibco 12585-014) and 0.5 % DMSO (Sigma Aldrich D8418). On day 5, the cells were exposed to phthalates and PPAR inhibitors for 72 h. The final DMSO concentration in the media was constantly 0.5 % during the exposure.

Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured after 72-hour exposure using the Seahorse XFe96 analyzer (Agilent). Before the assay, the treatment media was aspirated, the cells were gently washed with XF medium including DMEM with pH 7.4 (Agilent 103575-100) supplemented with 10 mM glucose (Gibco A24940-01), 1 mM pyruvate (Gibco 11360-039) and 2 mM glutamine (Gibco 25030081) in Mito Stress Test, or 2 mM glutamine (Gibco 25030081), 0.5 mM l-carnitine (Sigma Aldrich C0283) and 200 μM BSA-conjugated palmitate (Cayman Chemicals 29558) in beta-oxidation test. Fresh XF medium with phthalates was then added to the wells, and the cells were incubated in CO_2_-free atmosphere for 45 min. During the Mito Stress Test, respiration-modulatory compounds oligomycin A (Sigma Aldrich 75351) at 1 μM, FCCP (Sigma Aldrich C2920) at 2 μM, and antimycin A (Sigma Aldrich A8674) combined with rotenone (Sigma Aldrich R8875) at 0.5/0.5 μM final concentrations were sequentially injected to measure basal respiration, spare respiratory capacity, ATP production and coupling efficiency. During the beta-oxidation assay, mitochondrial beta-oxidation inhibitor etomoxir (Cayman Chemicals 11969) at 4 μM and antimycin A combined with rotenone at 0.5/0.5 μM final concentrations were sequentially injected to measure basal respiration, OCR corresponding to mitochondrial beta-oxidation, and non-mitochondrial oxygen consumption. Beta-oxidation was measured as the difference between OCR before and after the etomoxir injection (between time points 5 and 11). OCR was normalized to fluorescence signal from Hoechst 33342 (Invitrogen H3570).

### 2.15 Nuclear receptor activation assay

Nuclear receptor (NR) activation was assessed using luminescence-based reporter system in C3A cells seeded onto 96-well plates (62500 cells/cm^2^) in culture medium (1.2) 20–24h before transfection (other NRs) or modified culture medium containing 5 % of charcoal-stripped FBS (CF-FBS, Biowest S181F) (glucocorticoid receptor, GR). The cells were transfected for 4 h with 100 ng pCMVβ (Clontech Inc, [37]) and NR expression vectors and luciferase reporters (Table 2), using Lipofectamine 3000 (Invitrogen L3000, Thermo Fisher Scientific) with a ratio of 1 μl lipofectamine and 2 μl P3000 for 1 μg of total plasmid DNA. DMSO stocks of test chemicals and positive control agonists were diluted 1:1000 in DMEM supplemented with 5 % of charcoal-stripped FBS. After 24-hour exposure, the cells were lysed with and frozen at −80 °C until analyzed. Luminescence (luciferase activity) and absorbance (β-galactosidase activity) were detected with Hidex multiplate reader. For analysis, blank values were subtracted, and raw luciferase activities were normalized to absorbance to account for transfection efficiency and technical variability.

**Table 2:** NR expression vectors and luciferase reporters used in receptor activation assays.

NR	NR	Luciferase	Positive control
Mouse Pxr	75 ng CMX-GAL4-mPxr LBD [38]	75 ng UAS4-tk-luciferase^7^	RU487 10 μM Sigma Aldrich M8047
Mouse Car	75 ng CMX-GAL4-mCar LBD [38]	75 ng UAS4-tk-luciferase^7^	TCPOBOP 1 μM [38]
Mouse Pparα	75 ng CMX-GAL4-mPparα LBD^a^	25 ng UAS4-tk-luciferase^7^	WY14743 10 μM ChemSyn laboratories 98-794-12-22
Human PXR	75 ng CMX-GAL4-hPXR LBD [37]	75 ng UAS4-tk-luciferase [38]	SR12813 5 μM Cayman chemicals 18115
Human CAR	75 ng CMX-GAL4-hCAR LBD [37]	75 ng UAS4-tk-luciferase [38]	CITCO 1 μM Tocris 3783
Human PPARα	75 ng CMX-GAL4- PPARα LBD^b^	25 ng UAS4-tk-luciferase [38]	WY14743 10 μM ChemSyn laboratories 98-794-12-22
Human PPARγ	75 ng CMX-GAL4- PPARγ LBD^b^	50 ng UAS4-tk-luciferase [38]	Troglitazone 5 μM Cayman chemicals 71750
Human FXR	50 ng CMX-GAL4-hFXR LBD^c^	100 ng UAS4-tk-luciferase [38]	GW4074 10 μM Tocris 2473
Human LXRα	50 ng CMX-GAL4-hLXRα LBD^d^	75 ng UAS4-tk-luciferase [[38], [39]]	GW3975 10 μM Tocris 2474
Human GR	5 ng pSG5-hGR FL [[40], [41]]	75 ng pARE2-TATA-LUC [[40], [41]]	Dexamethasone 0.1 μM Sigma Aldrich D4902

a The mouse Pparα ligand binding domain (residues 170–468) was cloned in-house.

b A kind gift from Prof. Dr. Braeuning, German Federal Institute for Risk Assessment (BfR).

c The human FXR ligand binding domain (residues 222–472) [42] was cloned in-house.

d The human LXRα ligand binding domain (residues 206–447) was cloned in-house.

### 2.16 Statistical analysis

Statistical analyses and data visualization were done in GraphPad Prism v.10.0.2. and in R. Data analysis of the metabolomics and transcriptomics data are described in sections 2.9. and 2.10. Bodyweight gain was analyzed by two-way repeated measures ANOVA, followed by Dunnett’s multiple comparisons test. All other non-omics data were analyzed for normal distribution using the Shapiro–Wilk test, followed by one-way ANOVA and Dunnett’s multiple comparisons test for normally distributed data and non-parametric Kruskal–Wallis test followed by Dunn’s multiple comparisons test for non-normally distributed data. P-value <0.05 was considered statistically significant.

## 3 Results

### 3.1 DINP exposure decreased bodyweight gain and glucose tolerance in obese male mice

Male C57BL/6J mice were exposed to 0, 1.5, 15 or 150 mg/kg bw/d DINP for 20 weeks next to HFD feeding (Figure 1A,B). Bodyweights of the mice gradually increased in all groups, but significantly lower bodyweight gain was observed in 1.5 and 150 mg/kg bw/d DINP groups (Figure 1C). The difference was not accompanied by significant differences in food intake (Figure 1D). During the 20-week exposure, the overall weight gain was +103.7 % in control, +84.2 % in 1.5 mg/kg bw/d DINP, +101.1 % in 15 mg/kg bw/d DINP and +83.7 % 150 mg/kg bw/d DINP groups. We compared the data to our historical data on the same mouse strain fed with regular chow diet [[23], [43]]. Our typical average weight gain during one week has been +0.5 g in chow-fed mice and +1.2 g in the current study with the high-fat diet control group. In the current study, the high-dose and low-dose DINP groups gained +0.95 g on average on a weekly basis, whereas the mid-dose group gained +1.1 g. This suggests that DINP exposure, particularly at the high and low doses, partially attenuated the diet-induced weight gain. DINP did not significantly affect any of the measured absolute or relative organ weights, including liver, heart, subcutaneous white adipose tissue (scWAT), gonadal WAT (gWAT) or brown adipose tissue (BAT) deposits (Table 3). However, the absolute mass of liver and BAT deposits tended to decrease especially in the highest dose group (−15 % and −22 %, compared to the control). 

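Of 37 genes in a list for acute phase response and inflammation, 33 were tested in the liver transcriptome. At 150 mg/kg bw/d, 28 of them were lower, the median log2FC was -0.24, no gene had an adjusted p under 0.05 and 1 did so adjusted over the list alone. The mean of the list per mouse fell by 0.30 on the log2 scale (SD 0.364 in the control and 0.194 in the dose group, n = 14 each; 2-sided permutation test, p = 0.00597, adjusted p = 0.0318 over 32 lists). At 1.5 and 15 mg/kg bw/d the mean per mouse did not differ from control (p = 0.744 and 0.651), and 19 genes were lower in each group. The genes with an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment over all genes) were mostly higher: Cp at 1.5 mg/kg bw/d (log2FC 0.26, adjusted p = 0.0426), and Serpina3n (0.33, adjusted p = 0.00775) and Itih4 (0.40, adjusted p = 0.00102) at 15 mg/kg bw/d, where Fgb was lower (-0.27, adjusted p = 0.0361). They are named because of these values, and none was past a log2FC of 0.5.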

During the study, we did not identify signs of systemic toxicity, or hepatotoxicity, since there were no changes in animal appearance or feeding behaviour, organ weights, or upregulation in expression of hepatic genes related to acute phase response or inflammation. Moreover, the levels of hepatotoxicity marker ALT in plasma were similar between the groups (Figure 3J). Glucose tolerance was slightly improved in the highest dose group, indicated by 9% decrease in area under curve (AUC) compared to the control in i.p.GTT (Figure 1E–F). Insulin tolerance was not significantly affected by DINP (Figure 1G–H). However, at 15 min, when the most drastic plasma glucose-lowering effect of rapid insulin is expected, a modest decrease in plasma glucose was seen in control group (−4.1 %) compared to all DINP-exposed groups (−12.1 %, −12.0 % and −11.8 %), indicating potentially faster glucose uptake in DINP-exposed groups compared to the control group (Figure 1G).

**Figure 1:**
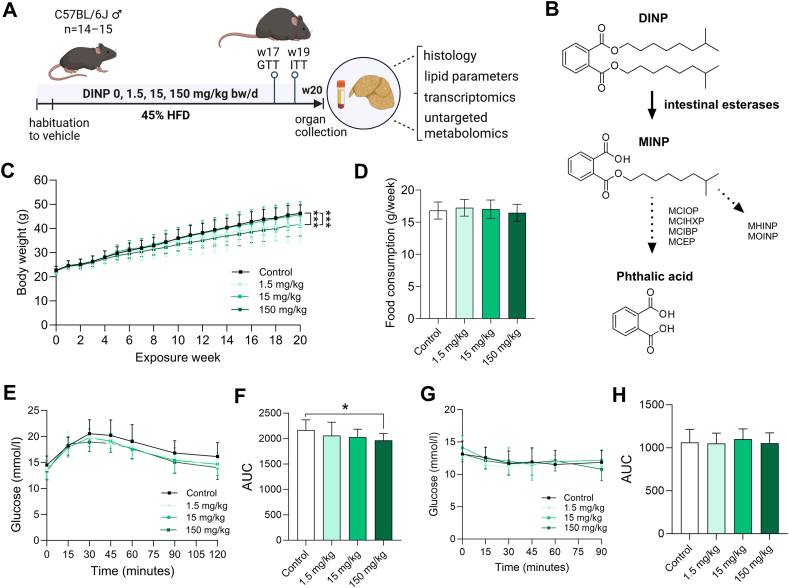
**20-week DINP exposure attenuates bodyweight gain and slightly improves glucose tolerance in obese male mice.** C57BL/6J male mice were exposed to 1.5, 15 or 150 mg/kg bw/d DINP for 20 weeks next to a high-fat diet to investigate DINP-induced metabolic effects in a DIO mouse model (**A**). Depiction of DINP metabolism, adapted from Saravanabhavan & Murray (2012), created in Biorender.com (Pitkänen, 2026) (**B**). Bodyweight gain was significantly lower in 1.5 and 150 mg/kg bw/d DINP groups during the 20-week study (**C**). Average food consumption per week (**D**). Intraperitoneal glucose tolerance test (GTT) with 1.5 g/kg glucose injection indicated slightly improved glucose tolerance in 150 mg/kg bw/d DINP group compared to the control (**E-F**). Intraperitoneal insulin tolerance test (ITT) with 0.5 mIU/g injection of rapid-acting insulin did not indicate differences in insulin tolerance between the groups (**G-H**). Data shown as mean ± SD, N = 14–15 mice per group. ∗ = p < 0.05, ∗∗ = p < 0.01, ∗∗∗ = p < 0.001. DINP – di-isononyl phthalate, MINP – monoisononyl phthalate.

**Table 3:** Body and organ weights of C57BL/6J mice before and after 20-week DINP exposure and HFD feeding.

	Control	1.5 mg/kg DINP	15 mg/kg DINP	150 mg/kg DINP
Body weight, start (g)	22.70 ± 1.60	22.70 ± 1.30	22.71 ± 1.57	22.70 ± 1.28
Body weight, end (g)	46.25 ± 3.49	41.82 ± 7.27	45.66 ± 5.36	41.71 ± 4.84
Liver weight (g)	1.90 ± 0.51	1.70 ± 0.77	1.77 ± 0.54	1.61 ± 0.31
Relative liver weight (% bw)	4.07 ± 0.82	3.92 ± 1.12	3.80 ± 0.79	3.86 ± 0.46
Heart weight (g)	0.17 ± 0.02	0.16 ± 0.02	0.17 ± 0.02	0.16 ± 0.02
Relative heart weight (% bw)	0.38 ± 0.04	0.40 ± 0.08	0.37 ± 0.02	0.38 ± 0.02
scWAT weight (g)	2.49 ± 0.34	2.13 ± 0.54	2.37 ± 0.53	2.40 ± 0.54
Relative scWAT weight (% bw)	5.43 ± 0.97	5.17 ± 1.34	5.23 ± 1.29	5.76 ± 1.11
gWAT weight (g)	0.11 ± 0.04	0.09 ± 0.03	0.12 ± 0.06	0.11 ± 0.03
Relative gWAT weight (% bw)	0.24 ± 0.09	0.22 ± 0.09	0.26 ± 0.14	0.26 ± 0.09
BAT weight (g)	0.27 ± 0.07	0.22 ± 0.09	0.26 ± 0.08	0.21 ± 0.06
Relative BAT weight (% bw)	0.59 ± 0.14	0.50 ± 0.12	0.56 ± 0.12	0.50 ± 0.11

Data shown as mean ± SD, N = 14–15 mice per group. gWAT – gonadal white adipose tissue, scWAT – subcutaneous white adipose tissue, BAT – brown adipose tissue.

**Figure 2:**
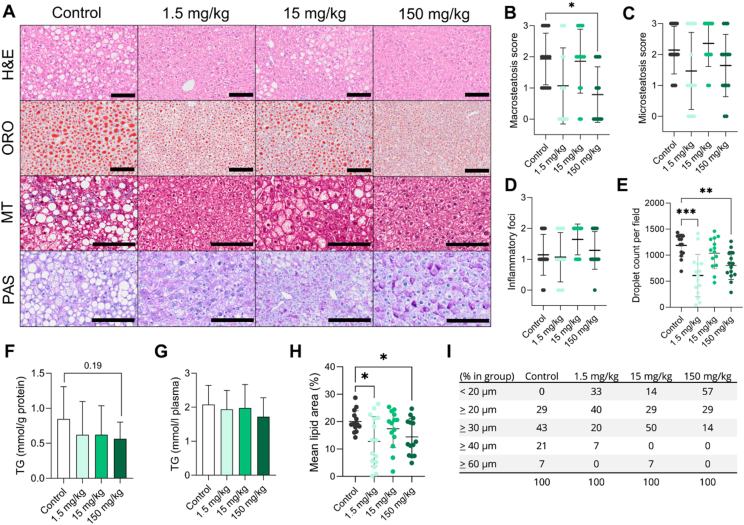
**Hepatic histology and lipid deposition are altered by DINP exposure**. Representative images of liver histology after hematoxylin-eosin (H&E), Oil-Red-O (ORO), Masson’s Trichrome (MT) and Periodic acid-Schiff (PAS) staining (H) (**A**). Visual scoring of H&E-stained liver sections indicated lower macrosteatosis grade in 150 mg/kg bw/d group compared to the control group (**B**). Visually scored intracellular microsteatosis (**C**) and inflammatory foci (**D**) were not altered between the groups. The number of fat droplets was lower in 1.5 mg/kg and 150 mg/kg DINP groups compared to the control (**E**). Liver and plasma triglycerides tended to gradually decrease by increasing doses of DINP (**F, G**). Measurement of the mean area of lipids indicated lower amount of steatosis in 1.5 and 150 mg/kg bw/d DINP groups compared to control (**H**). Diameter of the biggest lipid droplet was <20 μm in majority of the mice in 150 mg/kg bw/d DINP group, whereas all the control mice had lipid droplets at least 20 μM by diameter (**I**). Data shown as mean ± SD, N = 14–15 mice per group. ∗ = p < 0.05, ∗∗ = p < 0.01, ∗∗∗ = p < 0.001. Scale bar = 200 μm.

**Figure 3:**
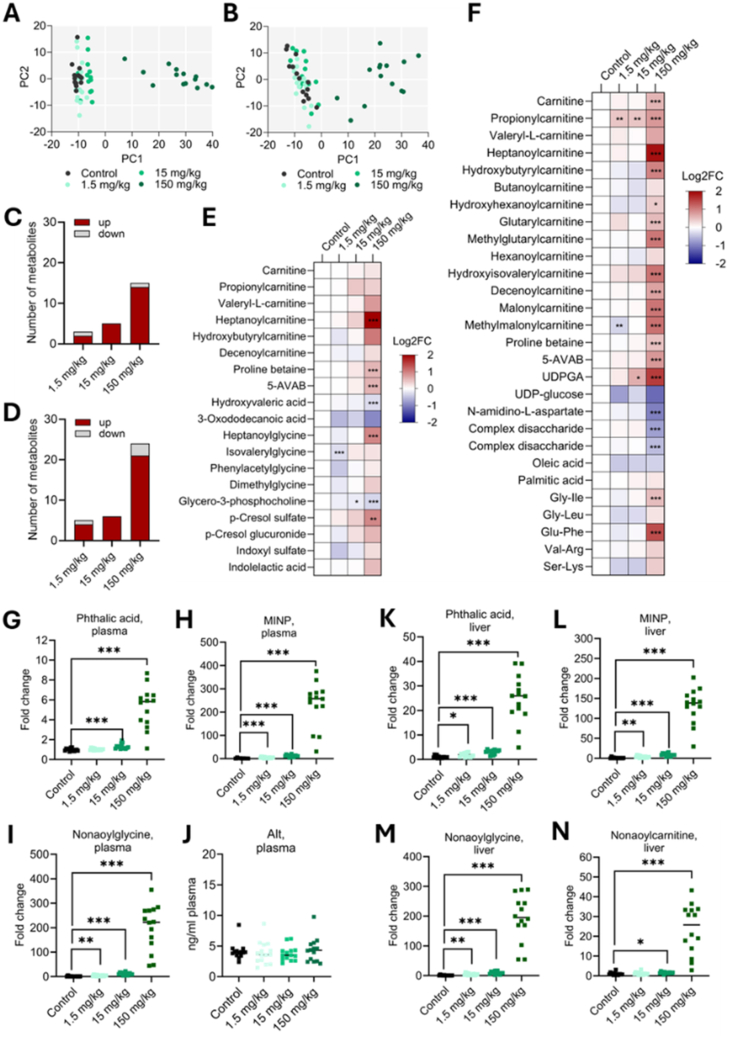
**DINP exposure induces changes in plasma and liver metabolome.** Principal component analysis (PCA) for top 500 features in plasma (**A**) and liver (**B**) indicated overall different metabolic profile mainly for 150 mg/kg bw/d DINP group compared to the control and lower dose groups. Number of significantly altered metabolites 1.5, 15 or 150 mg/kg bw/d DINP vs control group in plasma (**C**) and liver (**D**) (FDR <0.05). Heatmaps depict significant changes (FDR <0.05) and trends (P < 0.05) in the metabolite levels in plasma (**E**) and liver (**F**). The levels of known DINP metabolites phthalic acid and monoisononyl phthalate (MINP) were gradually increasing by DINP dose in the plasma (**G, H**) and in the liver (**K, L**). The level of nonaoylglycine was dose-dependently increased by DINP in the plasma (**I**) and the liver (**M**), as well as the level of nonaoylcarnitine in the liver (**N**). Marker of hepatotoxicity, alanine transaminase (Alt), was not altered between dose groups (**J**). Data shown as mean ± SD, N = 14–15 mice per group. ∗ = FDR <0.05, ∗∗ = FDR <0.01, ∗∗∗ = FDR <0.001.

### 3.2 DINP exposure affected hepatic histology and decreased lipid deposition

To analyze the effects of DINP on liver histology, H&E-stained sections were first inspected for general overview and analyzed for lipid deposition, by dly scoring the tissue for macro- and microsteatosis, and inflammatory foci (grade 0 to 3) (Figure 2A–D). Lipid droplet count, area of the lipid deposits, and diameter of the biggest droplets were quantified to assess liver adiposity more in detail (Figure 2E,H, I). The mice exposed to 150 mg/kg bw/d DINP had a lower macrosteatosis score (Figure 2B) and smaller mean area of the lipid deposits (Figure 2H) compared to the control group. The diameter of the biggest lipid droplet was <20 μm in 57 % of the mice in the same group, further indicating low amount of macrosteatosis and absence of large fat droplets in most of the subjects in this group (Figure 2I). In contrast, all mice in the control group had lipid droplets with at least 20 μm by diameter and 71 % of the mice in this group had liver lipid droplets with at least 30 μm by diameter, indicating the presence of marked macrosteatosis in all the subjects in this group (Figure 2I). Quantitative measurement of liver and plasma TGs showed a tendency for TG levels to decrease in both tissues gradually by increasing DINP dose (Figure 2F,G). MT staining highlighted minor collagen strains (shown in blue) mainly in the control and 15 mg/kg bw/d groups, whereas hardly any marks of collagen were seen in the highest dose group (Figure 2A). PAS staining indicated potential glycogen aggregates in 150 mg/kg bw/d group (shown as deep purple deposits) (Figure 2A).

### 3.3 DINP exposure affected metabolite profiles in mouse plasma and liver

20-week DINP-exposure led to significant increase in the level of multiple metabolites in plasma and liver (Figure 3). Principal component analysis (PCA) for top 500 molecular features detected in the untargeted metabolomics analysis indicated clear separation of the metabolite profiles in high-dose DINP group compared to the control and lower DINP dose groups in both plasma (Figure 3A) and liver (Figure 3B). Overall, we were able to annotate 15 metabolites in plasma and 24 metabolites in the liver, which were present at significantly different levels between at least one DINP-exposed group and the control group (FDR <0.05) (Figure 3C–F, Table S1). Additionally, we detected multiple (40+) metabolites, levels of which tended to be increased or decreased with p-value <0.05 but were not significantly altered after the FDR correction (>0.05) (Figure 3E–F, Table S1).

Out of the significantly affected metabolites, MINP, known as the primary active metabolite of DINP, increased by 3.5, 9.8 and 276-fold in the plasma and 3.6, 9.1 and 131-fold in the liver of the 1.5, 15 and 150 mg/kg bw/d DINP groups (Figure 3H,L). The gradually increasing relative abundance of MINP next to the increasing DINP exposure dose confirmed the phthalate exposure at three dose levels. Other strongly and gradually increased metabolites in all DINP exposure groups were phthalic acid, the final metabolite of all phthalates, which was increased up to 5.2-fold in the plasma and 24.8-fold in the liver (Figure 3G,K), nonaoylglycine, which was increased up to 200-fold in the plasma and 193-fold in the liver (Figure 3I,M), and nonaoylcarnitine, which was not detected in plasma but increased up to 24-fold in the liver (Figure 3N). The strong increase and structural resemblance imply that nonaoylglycine and nonaoylcarnitine may be conjugated DINP metabolites. DINP itself was not detected in the plasma or in the liver, which was expected due to the well-known rapid metabolism of diester phthalates in the gastrointestinal tract [44].

Carnitine has an important role in transporting long-chain fatty acids (LCFAs) in the form of acylcarnitines into mitochondria for energy production [45]. We observed significantly higher levels of several acylcarnitines in the 150 mg/kg bw/d DINP group compared to the control (Figure 3E–F). In plasma, the highest increase was observed in heptanoylcarnitine (6.8-fold), followed by hydroxybutyrylcarnitine (2.2-fold), valeryl-l-carnitine (1.7-fold) and propionylcarnitine (1.3-fold) with tendencies to increase also (Figure 3E). In the liver, the highest increase was observed in nonanoylcarnitine (24-fold), followed by heptanoylcarnitine (3.7-fold), methylmalonylcarnitine (2.2-fold), and hydroxyisovalerylcarnitine (2.1-fold), methylglutarylcarnitine (2.1-fold), malonylcarnitine (2.1-fold), hydroxybutyrylcarnitine (2.0-fold), propionylcarnitine (1.7-fold), decenoylcarnitine (1.6-fold), glutarylcarnitine (1.4-fold) and hydroxyhexanoylcarnitine (1.3-fold) (Figure 3F). The level of free carnitine was also 1.5-fold higher in the liver (Figure 3F).

In addition, a gut microbiota-derived compound 5-aminovaleric acid betaine (5-AVAB) has been coined as an emerging metabolite capable of regulating beta-oxidation by competing cellular uptake with carnitine [[46], [47]]. 5-AVAB was significantly higher in both plasma (1.5-fold) and liver (1.7-fold) in the high-dose DINP group (Figure 3E–F). Furthermore, glycerophosphocholine, which is known as acetylcholine precursor with potential capability to indirectly affect fatty acid oxidation [48], was reduced in the plasma of 15 and 150 mg/kg bw/d DINP groups and tended to decrease also in the liver.

In the liver, we also observed altered levels of several metabolites associated with conjugating metabolic reactions and detoxification (Figure 3F). Glucuronic acid donor uridine 5′-diphosphoglucuronic acid (UDPGA) was higher in the liver by 15 and 150 mg/kg bw/d DINP, which was accompanied by tendency in reduction in the level of its precursor uridine diphosphate glucose (UDP-glucose) in all DINP-exposed groups (Figure 3F). The level of glutathione, the key antioxidant molecule, tended to decrease in the liver, mainly in the mid- and high-dose DINP groups (Figure 3F).

The levels of two dipeptides including glycyl-isoleucine (Gly–Ile) and glutamylphenylalanine (Glu–Phe) were significantly higher, and several other dipeptides including glycyl-leucine (Gly–Leu), valine–arginine (Val–Arg) and serine–lysine (Ser–Lys) tended to increase in the livers of the highest dose group, indicating alterations also in amino acid metabolism (Figure 3F).

### 3.4 DINP exposure increased the expression of hepatic metabolic enzymes and transporters

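Liver RNA was sequenced from 54 male mice on the high-fat diet after 20 weeks: 14 control mice, and 13, 13 and 14 mice given 1.5, 15 and 150 mg/kg bw/d of DINP in gelatin pellets. The libraries were made with QuantSeq, which reads the 3′ ends of polyadenylated transcripts. The authors processed the reads with nf-core/rnaseq (STAR, RSEM and Salmon) against GRCm38 and tested the genes with DESeq2. The table that they deposited gives 1 value per mouse for 20162 entries under 20143 gene symbols, and names the values TPM. In every mouse the values were whole multiples of 1 step, which lay between 0.765 and 1.11 and followed the inverse of a median-of-ratios size factor. The whole numbers summed to between 948342 and 980641 per mouse. The values were therefore taken as rounded TPM that the authors had scaled between mice, not as reads, and the number of reads behind each value is unknown. The values of 1 mouse summed to between 747258 and 1012952 in the control group (median 964762), between 849922 and 1005966 at 1.5 mg/kg bw/d (median 953524), between 849928 and 1076439 at 15 mg/kg bw/d (median 968701) and between 944620 and 1037174 at 150 mg/kg bw/d (median 1003642). Genes were tested with limma on log2(value + 1), with all 4 groups in 1 model and Benjamini-Hochberg adjustment, over the 11431 entries with a mean value of at least 1 (56.7% of all). DEGs were the genes with an adjusted p under 0.05 and a log2 fold change (log2FC) beyond 0.5 in either direction. The 1 added before the logarithm pulls the log2FC of genes with low values toward 0.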

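With these settings, 23 genes were upregulated and 19 downregulated at 1.5 mg/kg bw/d, 212 and 213 at 15 mg/kg bw/d, and 74 and 22 at 150 mg/kg bw/d. The median size of the log2FC among these genes was 0.63, 0.60 and 0.71. The setting that moved the counts most was leaving out the log2FC threshold, which gave 137, 1621 and 248 genes with an adjusted p under 0.05. Without 1 mouse at a time, the count at 1.5 mg/kg bw/d ran from 22 (without replicate 8 of that group) to 59 (without replicate 4). In the direct contrast of the dose groups, 376 genes were higher and 393 lower at 15 than at 150 mg/kg bw/d, 817 genes differed between 1.5 and 15 mg/kg bw/d and 187 between 1.5 and 150 mg/kg bw/d. The groups at 1.5 and 15 mg/kg bw/d shared 6 DEGs in the same direction, those at 1.5 and 150 mg/kg bw/d shared 3 and those at 15 and 150 mg/kg bw/d shared 5. At 1.5 mg/kg bw/d, the upregulated DEGs with the largest log2FC were Mup-ps17, Erhrt-ps (1.89), Mup14, Cyp2c72-ps (1.25) and Gpcpd1 (1.08). The downregulated DEGs with the largest change were the small RNAs Snord118 (-2.43) and Scarna2 (-1.22) and the genes Fcor (-1.17), Flvcr2 (-0.74) and H2ac18 (-0.68). Of these genes, Erhrt-ps, Cyp2c72-ps, Snord118, Scarna2, Fcor, H2ac18 and Mup14 were no longer DEGs in 18, 21, 11, 22, 22, 7 and 3 of the 27 fits that each left out 1 mouse. With the Wilcoxon rank-sum test, Gpcpd1, Cyp2c72-ps, Erhrt-ps, Snord118, Scarna2, Fcor and Flvcr2 were not DEGs (adjusted p from 0.0502 to 0.0835). At 15 mg/kg bw/d, the largest increases were in Usp2 (1.37), Pin4 (1.25), Rps18-ps6 (1.22), Gm44505 (1.14) and Mup22 (1.11), and the largest decreases in Gm20708 (-3.05), Gm43549 (-1.47), Gm36041 (-1.10), Gm43055 (-1.07) and Scarna17 (-1.06). Mup22 was no longer a DEG without replicate 8 of that group, nor was Scarna17 in 16 of the 27 fits. With the Wilcoxon test, Usp2, Rps18-ps6, Gm44505, Mup22, Gm43055 and Scarna17 were not DEGs (adjusted p from 0.0678 to 0.208). Mup22, Gm43055 and Scarna17 were not DEGs with control and the dose group alone either. Gm44505 overlaps Zfp91, Gm43055 overlaps Ythdc1 and Gm20708 overlaps Syngr2 and Afmid on the same strand, so that the values of these genes depend on how shared reads were assigned.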

The analysis for differentially expressed genes (DEGs) identified 36 upregulated and 30 downregulated genes in the 1.5 mg/kg bw/d group, 241 upregulated and 160 downregulated genes in the 15 mg/kg bw/d group, and 94 upregulated and 61 downregulated genes in the 150 mg/kg bw/d group (Figure 4A), when compared to the control group (FDR <0.05, log2FC >0.5). Principal component analysis (PCA) indicated mild clustering with partial overlap between the study groups (Figure 4B). 

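In the principal component analysis of the 500 tested genes with the highest variance, on centred log2(value + 1), the first component held 14.2% of the variance and the second 8.08%. The mean score on the first component was -3.40 ± 9.27 (SD, n = 14) in the control group, 2.01 ± 10.8 (n = 13) at 1.5 mg/kg bw/d, -3.51 ± 14.6 (n = 13) at 15 mg/kg bw/d and 4.80 ± 6.50 (n = 14) at 150 mg/kg bw/d. The differences between groups made up 11.1% of the variance of the first component (permutation test over the 4 groups, p = 0.112) and 9.57% of that of the second (p = 0.163), so that neither exceeded the spread between mice of a group. Within a group, the correlation between 2 mice across genes lay between 0.893 and 0.970. With a pseudocount of 0.1, the setting that moved it most, the first 2 components together held 13.1% of the variance instead of 22.2%.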

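Cyp4a10 (chromosome 4 of GRCm38, 115518264 to 115533649) and Ehhadh (chromosome 16, 21761287 to 21787807) were upregulated at 150 mg/kg bw/d. The value of Cyp4a10 was 120.1 ± 41.7 (SD, n = 14) in the control group and 398.1 ± 138 (n = 14) at 150 mg/kg bw/d, a log2FC of 1.76 (standard error 0.245, adjusted p = 3.25e-06), and was above the control median in 14 of 14 mice. Ehhadh rose from 15.8 ± 4.99 to 47.5 ± 11.7 (log2FC 1.54, standard error 0.122, adjusted p = 1.13e-13), again in 14 of 14 mice. At 1.5 and 15 mg/kg bw/d, the log2FC was 0.15 and 0.08 for Cyp4a10 (adjusted p = 0.878 and 0.870) and 0.02 and 0.02 for Ehhadh (adjusted p = 0.969 and 0.946). Both genes were lower at 15 than at 150 mg/kg bw/d in the direct contrast (log2FC -1.67, adjusted p = 2.63e-06, and log2FC -1.52, adjusted p = 4.00e-13). Cyp3a11 (chromosome 5, 145854426 to 145879964) had a value of 361.2 ± 133 in the control group and 386.5 ± 136 at 150 mg/kg bw/d, which did not differ (log2FC 0.11, adjusted p = 0.858).

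**Figure D1:**
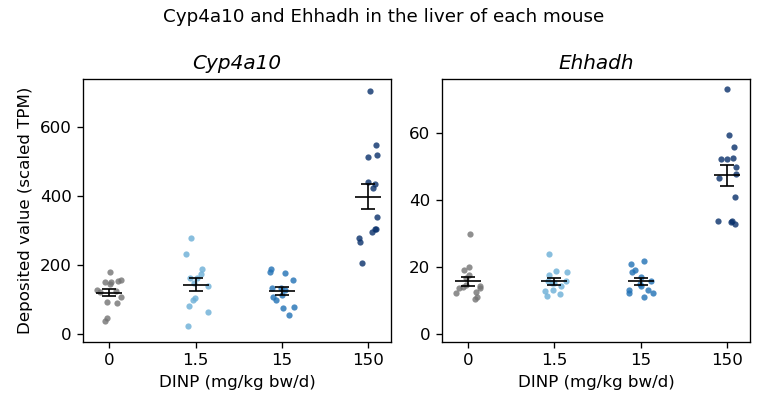
Deposited values (scaled TPM, vertical axis) of Cyp4a10 and Ehhadh by DINP dose (mg/kg bw/d, horizontal axis). Each point is 1 mouse and the bars give the mean with the SEM; all 14 mice at 150 mg/kg bw/d lie above the control median for both genes.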

The expression levels of key genes *Cyp4a10, Ehhadh* and *Cyp3a11* were confirmed by qPCR (Figure 4E).

**Figure 4:**
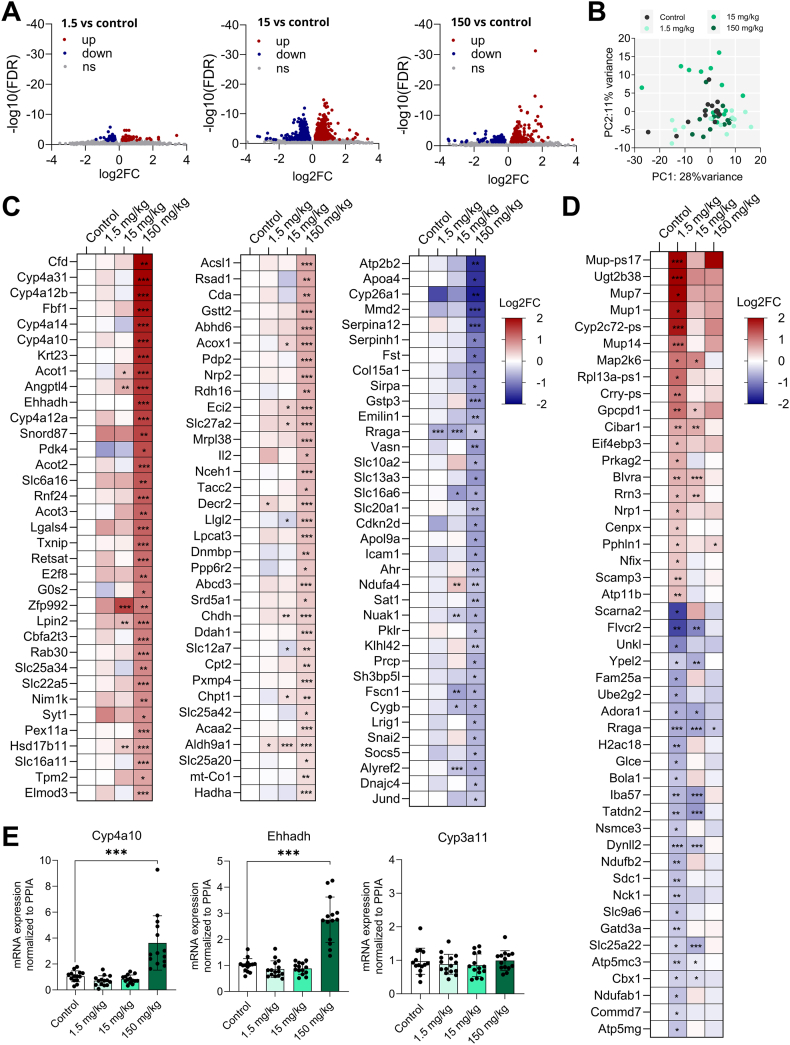
**DINP induces lipid metabolism-related changes in hepatic transcriptome.** Differentially expressed genes (FDR <0.05) between 1.5, 15 and 150 mg/kg bw/d DINP vs control group shown in volcano plots (**A**). Principal component analysis (PCA) indicates mild clustering between the groups (**B**). Heatmaps depicting top upregulated and downregulated genes in high-dose (**C**) and low-dose (**D**) groups (∗ = FDR <0.05, ∗∗ = FDR <0.01, ∗∗∗ = FDR <0.001). In line with the transcriptomics data, qPCR data verified the upregulation in Cyp4a10 and Ehhadh, and the absence of induction in Cyp3a11 (**E**) (∗∗∗ = p < 0.001).

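Of the 69 genes that Fig. 4C shows as higher at 150 mg/kg bw/d, 68 were in the table and tested. The log2FC was above 0 in 68, the adjusted p was under 0.05 in 63, and 43 were DEGs. Adjusted over the list alone, 67 had a p under 0.05; the genes of the figure were chosen on these same mice, so that this count is not independent evidence. Of the 36 genes shown as lower, 35 were tested, all with a log2FC below 0 (from -1.79 to -0.31). In 16 of them the adjusted p was under 0.05, in 35 when adjusted over the list alone, and 11 were DEGs, a number that was 17 with array quality weights and 6 with the Wilcoxon test. Fig. 4D shows 21 genes as higher at 1.5 mg/kg bw/d, of which 20 were tested. All 20 had a log2FC above 0, 12 an adjusted p under 0.05 (20 adjusted over the list alone), and 9 were DEGs. All 25 tested genes of the 26 shown as lower had a log2FC below 0. The adjusted p was under 0.05 in 18 of them (24 adjusted over the list alone), and 10 were DEGs, a number that fell to 5 or 6 in 15 of the 27 fits that each left out 1 mouse (5 without replicate 3 of the control group).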

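Cfd lies on chromosome 10 from 79890853 to 79892655. At 150 mg/kg bw/d its log2FC was 2.07 (standard error 0.439, adjusted p = 0.00335), higher than that of any other DEG in this group. Across the 28 fits that each left out 1 mouse, the log2FC lay between 1.96 and 2.21. With a pseudocount of 0.1 in place of 1, the log2FC was 2.34 and the adjusted p 0.0684, above the threshold, while the adjusted p of the other alternatives lay between 7.04e-05 and 0.00856.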

Among the most significantly enriched genes by 150 mg/kg bw/d DINP was for example secreted complement factor D (*Cfd*), also known as adipsin, which is known for its ability to enhance insulin secretion [49] (Figure 4C). Also, several cytochrome P450 (CYP) family 4A members involved in microsomal lipid oxidation (*Cyp4a31, Cyp4a12b, Cyp4a14, Cyp4a10, Cyp4a12a*), mitochondrial lipid metabolizing enzymes enoyl-CoA delta isomerase 2 *(Eci2),* long-chain acyl-CoA synthetase (*Acsl1*), acetyl-CoA acyltransferase 2 (*Acaa2*), short-chain enoyl-CoA hydratase 1 *(Echs1)* and hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit alpha (*Hadha*), peroxisomal enzymes enoyl-CoA hydratase (*Ehhadh*), enoyl-CoA delta isomerase 1 *(Eci1),* enoyl-CoA hydratase 1 *(Ech1),* acyl-CoA oxidase 1 *(Acox1)* and 2,4-dienoyl-CoA reductase *(Decr2),* and several members in acyl-CoA thioesterase family (*Acot1, Acot2, Acot3, Acot4, Acot12)* with associated functions in distinct cellular locations were among the top genes (Figure 4C). 

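All 5 of these Cyp4a genes were DEGs at 150 mg/kg bw/d, with log2FC from 1.60 (Cyp4a12a, adjusted p = 5.78e-05) to 1.96 (Cyp4a12b, adjusted p = 0.00294). Cyp4a14 had the highest values of the 5 and rose from 357.6 ± 137 (SD, n = 14) in the control group to 1207 ± 297 (n = 14), with 14 of 14 mice above the control median. The 5 genes lie between 115299046 and 115579015 on chromosome 4 and share much of their sequence, so that reads could be split between them and the value of 1 member is less certain than the rise of the group. Among the mitochondrial enzymes, Acsl1 (log2FC 0.72, adjusted p = 0.000337) and Eci2 (0.58, adjusted p = 6.81e-05) were DEGs. Acaa2 (0.33, adjusted p = 0.00233), Echs1 (0.24, adjusted p = 0.00872) and Hadha (0.29, adjusted p = 0.0497) rose by less than the log2FC threshold, and the adjusted p of Hadha was 0.0996 without replicate 1 of the control group. Among the peroxisomal enzymes, Ech1 (0.53, adjusted p = 0.00212) was a DEG, in all but 2 of the fits that left out 1 mouse. Decr2 (0.49, adjusted p = 0.000217) and Eci1 (0.48, adjusted p = 0.00121) stayed just under the log2FC threshold, although Decr2 was past it in 8 of these fits and Eci1 in 1. Acot1 had a log2FC of 1.54, Acot2 of 1.29, Acot3 of 1.19 and Acot4 of 0.63, with adjusted p from 1.47e-06 to 0.0321. These 4 paralogs lie side by side on chromosome 12 and can share reads, and Acot4 was not a DEG in 10 of the 28 fits. Acot12 rose by 0.32 (adjusted p = 0.0312).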

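Angptl4 (chromosome 17, 33773750 to 33781830) had a value of 6.76 ± 2.24 (SD, n = 14) in the control group and 20.4 ± 5.47 (n = 14) at 150 mg/kg bw/d (log2FC 1.47, standard error 0.162, adjusted p = 9.84e-09), and was higher in 14 of 14 mice. Hsd17b11 (log2FC 0.74, adjusted p = 2.35e-07), Lpin2 (0.95, adjusted p = 0.000132), Pdp2 (0.60, adjusted p = 1.17e-05), Pex11a (0.86, adjusted p = 0.00259), Txnip (1.06, adjusted p = 2.42e-05) and Gstt2 (0.67, adjusted p = 0.00109) were DEGs as well. Hsdl2, Srd5a1, Lpcat3, Plpp3, Chdh, Abcd3 and Pxmp4 rose with adjusted p from 0.000382 to 0.0304, but by log2FC of 0.31 to 0.45, under the threshold. The increase of Pnpla2 (0.30) had an adjusted p of 0.0725 and that of Pdk4 (0.72) an adjusted p of 0.122. Pdk4 was listed near the floor, at 0.870 ± 0.722 in the control group and 2.29 ± 1.64 at 150 mg/kg bw/d.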

Other significantly enriched genes included for example angiopoietin-related protein 4 (*Angptl4*), which has a role as secreted inhibitor of lipoprotein lipase, and a local inhibitor of hepatic lipase (Kersten, 2021), steroid hormone metabolizing enzymes (*Hsd17b11*, *Hsdl2 and Srd5a1),* enzymes involved in triglyceride metabolism (*Lpin2, Pnpla2*) and phospholipid metabolism (*Lpcat3, Plpp3*), mitochondrial enzymes *(Chdh, Pdk4* and *Pdp2*) and cytochrome c oxidase (complex IV) subunit *(Mt–co1),* peroxisomal membrane proteins (*Pex11a, Abcd3 and Pxmp4*) and redox-regulating factors *(Txnip* and *Gstt2)* (Figure 4C).

In line with the high levels of acylcarnitines in metabolomics, carnitine shuttle and LCFA transport were affected also at transcriptomic level (Figure 4C, Figure 5A). The shuttle consists of a conversion step from acyl-CoA to acylcarnitine, which is catalyzed by carnitine palmitoyltransferase 1 (Cpt1), then acylcarnitine is transported inside the inner mitochondrial membrane via carnitine-acylcarnitine translocase (Cact, encoded by *Slc25a20*)*,* and reversely converted to acyl-CoA by carnitine palmitoyltransferase 2 (Cpt2). Other related transporters are organic cation/carnitine transporter 2 (Octn2, encoded by *Slc22a5*), which is responsible for carnitine uptake into the cells, and fatty acid binding proteins (Fatp1 and Fatp2, encoded by *Slc27a1 and Slc27a2),* which transport fatty acids into the cells. Most of these genes were significantly enriched in the 150 mg/kg bw/d DINP group (Figure 4C, Figure 5A). Also, the gene encoding the penultimate enzyme in carnitine biosynthesis (*Aldh9a1*) was mildly but consistently enriched in all dose groups (Figure 4C, Figure 5A).

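In the high-dose group, Slc22a5 rose from 3.45 ± 1.11 (SD, n = 14) to 6.47 ± 1.28 (n = 14; log2FC 0.77, adjusted p = 7.28e-05) and Slc27a2 from 85.4 ± 12.3 to 125.4 ± 11.7 (log2FC 0.56, adjusted p = 0.000201), and both were DEGs. Cpt2 (log2FC 0.34, adjusted p = 0.00720) and Slc25a20 (log2FC 0.28, adjusted p = 0.0487) rose by less than the log2FC threshold, each in 13 of 14 mice. Without replicate 7 of the dose group, the adjusted p of Slc25a20 was 0.0827. Cpt1a did not differ from control (log2FC 0.10, adjusted p = 0.685). Slc27a1 and Cpt1b had mean values under 1 and were not tested; Slc27a1 was listed at 0.274 ± 0.451 in the control group and 1.18 ± 0.558 at 150 mg/kg bw/d, and Cpt1b at 0.191 ± 0.382 and 0.882 ± 0.375.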

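Aldh9a1 (chromosome 1, 167349991 to 167368532) had a value of 52.7 ± 5.18 (SD, n = 14) in the control group, 63.6 ± 6.89 (n = 13) at 1.5 mg/kg bw/d, 65.7 ± 7.45 (n = 13) at 15 mg/kg bw/d and 65.7 ± 6.26 (n = 14) at 150 mg/kg bw/d. The log2FC was 0.27 (adjusted p = 0.0178), 0.31 (adjusted p = 0.000347) and 0.31 (adjusted p = 0.00103), with 12 of 13, 12 of 13 and 14 of 14 mice above the control median. The 3 contrasts between doses had adjusted p from 0.663 to 0.9803, and no log2FC reached the threshold of 0.5.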

**Figure 5:**
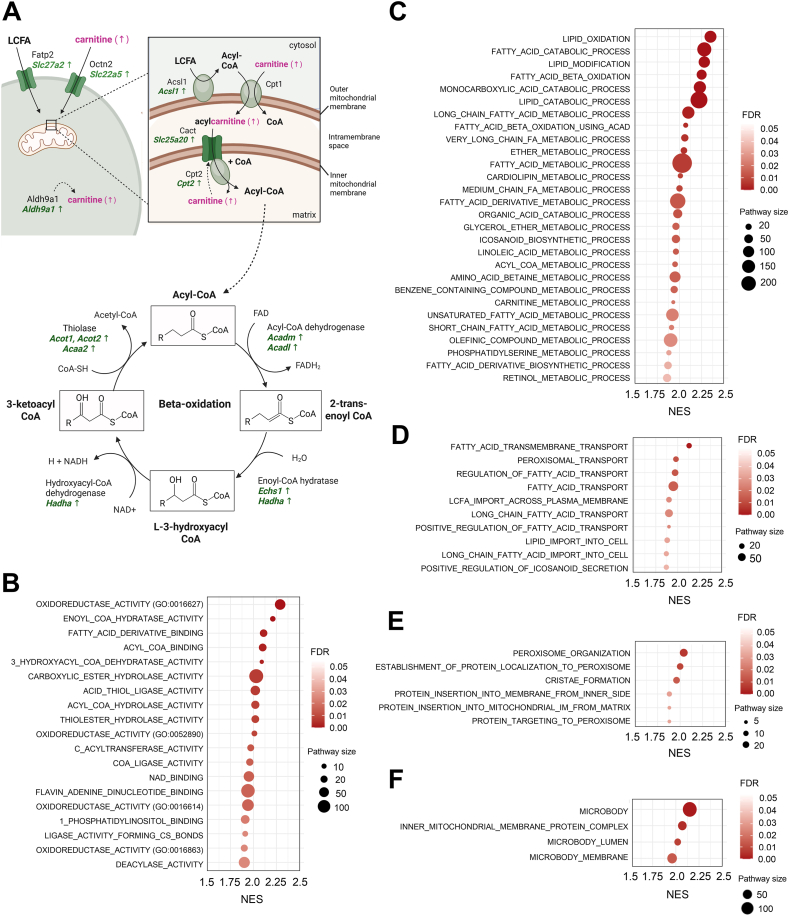
**DINP induces transcriptional changes in mitochondrial and peroxisomal lipid metabolism-related pathways.** DINP exposure affected multiple enzymes and transporters involved in carnitine shuttle and LCFA transport in transcriptomic and metabolomic levels (significantly enriched genes shown in green, metabolites in pink), depiction created in BioRender.com (Pitkänen, 2026) (**A**). Gene set enrichment analysis (GSEA) identified multiple enriched GO molecular functions (**B**), GO biological processes related to metabolism (**C**), transport (**D**) and organization (**E**), and GO cellular compartments (**F**) between 150 mg/kg bw/d DINP vs control group (**A**) (FDR <0.05). NES – normalized enrichment score.

In addition to the transporters involved in the carnitine shuttle, DINP also affected the expression of multiple other solute carrier (SLC) family members (Figure 4C,D). 

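In the high-dose group, Slc16a11 rose from 47.2 ± 15.9 (SD, n = 14) to 79.2 ± 16.6 (n = 14; log2FC 0.83, adjusted p = 0.00420) in 14 of 14 mice, and Slc25a34 from 1.43 ± 0.677 to 2.72 ± 0.861 (log2FC 0.64, adjusted p = 0.0423). Slc25a34 was no longer a DEG in 15 of the 28 fits that each left out 1 mouse. Slc12a7 (log2FC 0.34, adjusted p = 0.0116) and Slc25a42 (0.29, adjusted p = 0.0380) rose by less than the log2FC threshold. For Slc6a16 the log2FC was 0.66 with an adjusted p of 0.0696, at mean values of 0.711 and 1.76. Slc23a1 did not differ from control (log2FC 0.04, adjusted p = 0.935), and its direction was reversed with array quality weights (-0.0074). Slc10a2 (-0.60, adjusted p = 0.0285) and Slc13a3 (-0.57, adjusted p = 0.0265) were downregulated DEGs, but not in 2 and 1 of the fits that left out 1 mouse. Slc10a2 was also lost with the replicate number as a block (adjusted p = 0.0524), and Slc13a3 with the Wilcoxon test (adjusted p = 0.126). Slc16a6 (-0.54, adjusted p = 0.0781) and Slc20a1 (-0.52, adjusted p = 0.0970) were lower in 13 and 14 of 14 mice but did not pass the adjustment. At 15 mg/kg bw/d, Slc27a2 had a log2FC of 0.31 (adjusted p = 0.0285), Slc12a7 of -0.29 (adjusted p = 0.00974) and Slc16a6 of -0.65 (adjusted p = 0.00700), and of these only Slc16a6 was past the log2FC threshold.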

The alterations included upregulation in amino acid transporter *Slc6a16,* mitochondrial carriers *Slc25a34* and *Slc25a42,* monocarboxylate transporter *Slc16a11,* vitamin C transporter *Slc23a1,* and ion transporter *Slc12a7*, and downregulation in bile carrier *Slc10a2,* dicarboxylate transporter *Slc13a3,* monocarboxylate transporter *Slc16a6* and phosphate transporter *Slc20a1* in the high-dose DINP group (Figure 4C)*.* Of these SLCs, *Slc27a2* (up), and *Slc12a7 and Slc16a6* (down) were already affected by 15 mg/kg bw/d DINP (Figure 4C). 

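Slc25a22 (chromosome 7, 141429744 to 141437892) had a value of 80.3 ± 11.4 (SD, n = 14) in the control group, 61.4 ± 5.88 (n = 13) at 1.5 mg/kg bw/d, 52.4 ± 9.28 (n = 13) at 15 mg/kg bw/d and 85.0 ± 18.3 (n = 14) at 150 mg/kg bw/d. The log2FC was -0.38 (adjusted p = 0.0240), -0.61 (adjusted p = 4.86e-06) and 0.07 (adjusted p = 0.806), so that the gene was past the log2FC threshold at 15 mg/kg bw/d alone. In both lower dose groups, 13 of 13 mice were below the control median. The direct contrasts with 150 mg/kg bw/d gave a log2FC of -0.44 for 1.5 mg/kg bw/d (adjusted p = 0.00155) and -0.68 for 15 mg/kg bw/d (adjusted p = 2.25e-07).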

Mitochondrial glutamate transporter Slc25a22 was downregulated in low- and mid-dose groups but not in the high-dose group (Figure 4D).

Among the top downregulated genes in the 150 mg/kg bw/d DINP group were for example several genes related to extracellular matrix organization (*Col15a1, Serpinh1, Emilin1, Icam1)* and cell adhesion *(Icam1, Nuak1, Fscn1)*. Among these genes were also several transporters and metabolic regulators, including for example plasma membrane calcium transporter *Atp2b2*, apolipoprotein *Apoa4*, retinoid acid metabolic enzyme *Cyp26a1*, progestin and adipoQ receptor family member *Mmd2*, secreted hepatokine follistatin (*Fst*), glutathione-S-transferase (*Gstp3*), aryl hydrocarbon receptor (*Ahr*), and mitochondrial complex IV (cytochrome c oxidase) subunit *Ndufa4*.

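Of these 6 genes, Serpinh1 was a DEG at 150 mg/kg bw/d. Its value was 5.72 ± 2.71 (SD, n = 14) in the control group and 2.88 ± 0.945 (n = 14) at 150 mg/kg bw/d (log2FC -0.75, adjusted p = 0.0296), with 14 of 14 mice below the control median. It was no longer a DEG in 4 of the 28 fits that left out 1 mouse (adjusted p = 0.0654 without replicate 8 of the control group), nor with the Wilcoxon rank-sum test (adjusted p = 0.0600). Emilin1 (log2FC -0.49, adjusted p = 0.0224) was under the log2FC threshold, with an adjusted p of 0.0500 without the same control mouse. Col15a1 (-0.55, adjusted p = 0.0551), Icam1 (-0.50, adjusted p = 0.0590), Fscn1 (-0.44, adjusted p = 0.156) and Nuak1 (-0.33, adjusted p = 0.136) did not pass the adjustment over all genes, while all 6 did so adjusted over the list alone, which is not independent evidence for genes picked from these mice. For Nuak1 only 5 of 14 mice were below the control median, and the group medians gave a log2FC of 0.01. The list of 30 tested extracellular matrix genes had 26 genes lower (median log2FC -0.25), and its mean per mouse had an adjusted permutation p of 0.0915 over the lists. Camera called this list as lower (adjusted p = 1.39e-05), but not with an estimated correlation (0.432), and fry did not call it (0.134).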

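Apoa4 fell from 412.1 ± 249 (SD, n = 14) in the control group to 136.3 ± 115 (n = 14) at 150 mg/kg bw/d (log2FC -1.79, standard error 0.405, adjusted p = 0.00720), the largest decrease among the DEGs of this group, with 13 of 14 mice below the control median. Mmd2 (log2FC -1.14, adjusted p = 0.000417), Atp2b2 (-0.82, adjusted p = 0.00781) and Gstp3 (-0.81, adjusted p = 0.00266) were DEGs as well. Serpina12 (-1.27, adjusted p = 0.000190), Ntrk2 (-1.13, adjusted p = 0.00212) and Ccne2 (-1.02, adjusted p = 0.0173) complete the 5 largest decreases together with Apoa4 and Mmd2. Fst (-0.90, adjusted p = 0.0696), Ndufa4 (-0.42, adjusted p = 0.0693) and Cyp26a1 (-0.90, adjusted p = 0.210) were lower without passing the adjustment. Ndufa4 went the other way at 15 mg/kg bw/d (log2FC 0.44, adjusted p = 0.0171).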

### 3.5 DINP exposure caused enrichment of hepatic lipid metabolism pathways

Next, GSEA was used to identify pathway enrichment focusing on affected Gene Ontology (GO) terms including biological processes (BPs), cellular compartments (CCs), and molecular functions (MFs), with the size of a gene set at least 5 genes. The analysis identified significant enrichment of 46 BPs, 4 CCs, and 19 MFs in 150 mg/kg bw/d group when compared to the control (FDR <0.05) (Figure 5B–F). 

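In place of GO terms, 37 gene lists written before the data were examined were tested with camera (preset correlation 0.01), and 32 of them had at least 5 tested genes. For the high dose, 9 lists were higher and 3 lower with an adjusted p under 0.05. Of these 12 calls, 4 held with the correlation estimated from the data and 5 with fry. Random splits of the control and 150 mg/kg bw/d mice gave a median of 8 called lists, and 23 of 100 splits gave 12 or more, so that the number of called lists by itself says little. The mean of each list was therefore also compared between mice with a 2-sided permutation test, chosen after those splits had been seen. In that test 7 of the 32 lists had an adjusted p under 0.05 at 150 mg/kg bw/d.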

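A list of 17 genes for the localization of proteins to telomeres (the CCT chaperonin subunits and telomere proteins), written after the data were examined, had 16 tested genes. At 15 mg/kg bw/d, 9 of them were higher, with log2FC from -0.25 to 0.48 and a median of 0.07. None was a DEG, and 4 had an adjusted p under 0.05. The p of the list was 0.0481 with camera, 0.0657 with the correlation estimated from the data and 0.000484 with fry. Of the other 32 lists, camera called 4 at this dose, none of which held with an estimated correlation while 3 held with fry. As many called lists came from 79 of 100 splits of the control and 15 mg/kg bw/d mice.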

For the 15 mg/kg bw/d dose group, only one enriched BP was identified after the FDR correction, which was the establishment of protein localization to telomere (GO:1904851). No significantly enriched GO terms were identified between the 1.5 mg/kg bw/d dose group and the control. 

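At 1.5 mg/kg bw/d, camera called 8 of the 32 lists, 6 higher and 2 lower. Without adjustment, 11 lists had a p under 0.05. None of the 8 calls held with the correlation estimated from the data, and 1 held with fry, that of the 5 MUP genes that the paper names from these same mice. As many called lists came from 57 of 100 splits of the control and 1.5 mg/kg bw/d mice. In the permutation test of the mean per mouse, 5 lists had an unadjusted p under 0.05. Only the list of these 5 MUP genes had an adjusted p under 0.05 (0.00736), which is not independent evidence, since the genes were named for their rise in these mice; the list of 28 tested genes of the MUP family did not pass (p = 0.029, adjusted p = 0.232, with 9 of 13 mice above the control median).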

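The list of mitochondrial fatty acid oxidation had 21 tested genes, all of them higher at 150 mg/kg bw/d, with a median log2FC of 0.26. Its mean per mouse rose by 0.28 on the log2 scale (SD 0.109 in the control and 0.0634 in the dose group, n = 14 each). In the list of peroxisomal fatty acid oxidation, 23 of 25 genes were higher (median log2FC 0.36) and 7 were DEGs; the mean per mouse rose by 0.40. All 8 tested genes of the list for the carnitine shuttle and fatty acid transport were higher (median log2FC 0.40; mean per mouse 0.45). For each of these 3 lists the permutation p was 1e-05, the smallest that these permutations can give, and the adjusted p over the lists was 8e-05, with 14 of 14 mice above the control median.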

The BPs enriched in the 150 mg/kg bw/d group were primarily related to mitochondrial lipid metabolism (e.g. GO:0034440, GO:0009062, GO:0030258, GO:0009437), peroxisomal lipid metabolism (e.g. GO:0034440, GO:0009062), and localization and transport of fatty acids (e.g. GO:0015908, GO:1902001, GO:2000193) (Figure 5C).

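The list of 75 nuclear genes for oxidative phosphorylation, most of which encode subunits of complexes in the inner mitochondrial membrane, had 46 genes higher at 150 mg/kg bw/d and a median log2FC of 0.02, and its mean per mouse had a permutation p of 0.693 (adjusted p = 0.821). Camera did not call it (p = 0.0389, adjusted p = 0.0778), while fgsea, a pre-ranked GSEA, called it as higher (adjusted p = 0.0235). With quantile normalization the median was -0.0261. The list of 19 genes for the making and division of peroxisomes had 12 genes higher and a median log2FC of 0.02, and its mean per mouse rose by 0.10 (adjusted permutation p = 0.0330, higher in 12 of 14 mice).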

In line with the affected BPs, the four enriched CCs in the 150 mg/kg bw/d group included inner mitochondrial membrane protein complex (GO:0098800), microbody (GO:0042579), microbody lumen (GO:0031907), and microbody membrane (GO:0031903), which are typical intracellular locations for these enriched BPs (Figure 5F). The microbody refers to a small membrane-bound cellular organelle, typically peroxisome in animal cells.

Also, most of the affected MFs in the 150 mg/kg bw/d DINP group were related to lipid metabolism and aligned with different steps of beta-oxidation (fatty acid activation in the cytosol, followed by repeated cycle of dehydrogenation, hydration, oxidation and thiolysis in the mitochondrion/peroxisome) (Figure 5A–B). For example, CoA ligase activity (GO:0016405) and acyl-CoA binding (GO:0120227) are involved in the fatty acid activation step, oxidoreductase activity (GO:0016627, GO:0052890, GO:0016614 and GO:0016863) and flavin nucleotide binding (GO:0050660) are related to the dehydrogenation step, enoyl-CoA hydratase activity (GO:0004300) is related to hydration step, 3-hydroxyacyl-CoA dehydratase activity (GO:0018812), oxidoreductase activity and nicotinamide adenine dinucleotide (NAD) binding (GO:0051287) are related to the oxidation step, and thiolester hydrolase activity (GO:0016790), acyl-CoA hydrolase activity (GO:0016289), and c-acyltransferase activity (GO:0016408) are related to the thiolysis step (Figure 5A–B).

Structurally, DINP and its metabolites share a core chemical structure – benzene ring, which is attached to one or two carboxylate side groups via ester bond (Figure 1B). Several enriched MFs including monocarboxylic acid catabolic process (GO:0072329), monocarboxylic acid transport (GO:0015718), benzene containing compound metabolic processes (GO:0042537), and carboxylic ester hydrolase activity (GO:0052689) could be at least partially related to metabolism and trafficking of DINP and its metabolites, in addition to the normal lipid metabolism.

### 3.6 DINP metabolite MINP increases LCFA-dependent mitochondrial respiration

Phthalate effects on mitochondrial function were then inspected by measuring mitochondrial respiration in HepaRG cells in the presence of different substrates for energy production (Figure 6). In the presence of relatively high glucose (10 mM), pyruvate (1 mM) and glutamine (2 mM), DINP and MINP decreased basal respiration (Figure 6E), spare respiratory capacity (Figure 6F), ATP production (Figure 6H) and coupling efficiency which reflects the proportion of respiration driving ATP synthesis (Figure 6G). In contrast, when the cells were depleted from glucose and pyruvate, and LCFA palmitate was used as a substrate instead (Figure 6A), the level of basal respiration and mitochondrial beta-oxidation significantly increased after MINP exposure (Figure 6B,C), reflecting similar effects that were seen in the mouse liver in transcriptomics pathway analysis (Figure 4). Finally, MINP-induced increase in LCFA-driven mitochondrial respiration was abolished in the presence of PPARα inhibitor GW6471 and PPARγ inhibitor GW9662 (Figure 6J,K), indicating their involvement in MINP-induced effects on mitochondrial function.

**Figure 6:**
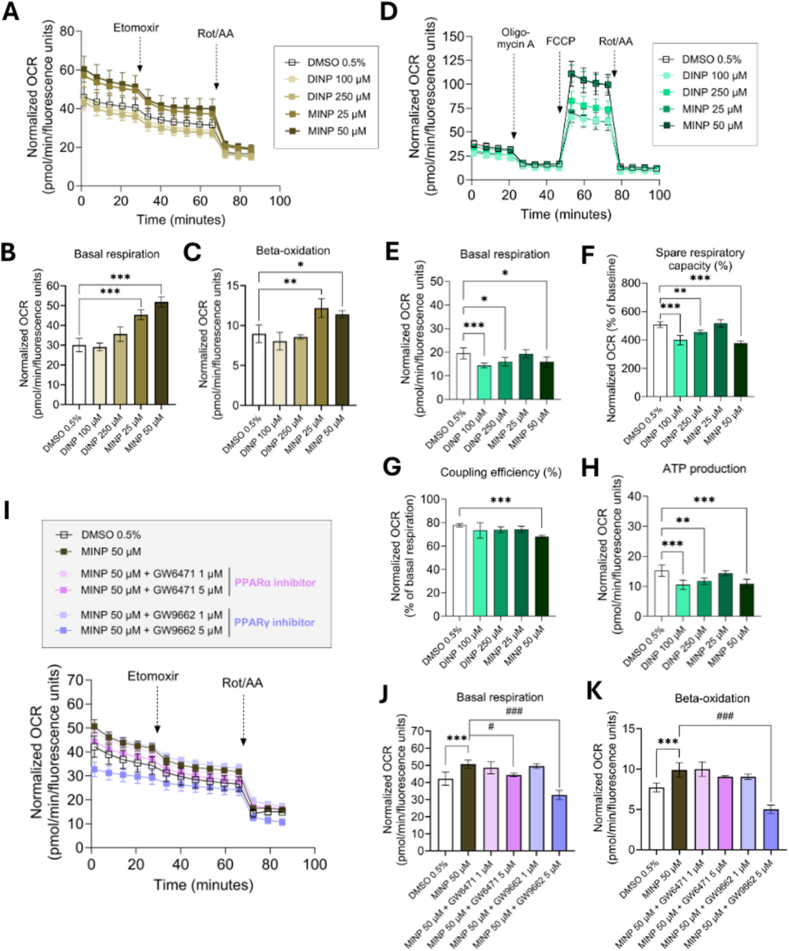
**DINP metabolite MINP increases LCFA-dependent mitochondrial respiration in human HepaRG cells.** In high-glucose conditions (**D-H**), DINP and MINP affected mitochondrial function by decreasing basal respiration (**E**), spare respiratory capacity (**F**), coupling efficiency (**G**) and ATP production (**H**), and in the presence of palmitate as energy substrate (**A-C, I-K**), MINP increased basal respiration (**E, J**) and beta-oxidation (**F, K**). MINP-induced increase in palmitate-driven respiration was abolished in the presence of PPARα inhibitor GW6471 and PPARγ inhibitor GW9662 (**J, K**). Data shown as mean ± SD, N = 4–5. ∗ = p < 0.05, ∗∗ = p < 0.01 and ∗∗∗ = p < 0.001 between phthalate-exposed cells and control. # = p < 0.05 and ### = p < 0.001 between MINP-exposed cells with and without the inhibitors. OCR – oxygen consumption rate.

### 3.7 DINP metabolites MINP and MHINP activate human and mouse PPARs

Next, we inspected NR targets and DINP and its known metabolites MINP, MHINP and phthalic acid (PA) in human hepatic C3A cells. NRs are commonly activated or repressed by phthalates, among other MDCs [[7], [50]]. We observed that DINP metabolites MINP and MHINP strongly activated human PPARα and PPARγ, and mouse PPARα at 50 μM (Figure 7A–D). DINP itself did not activate any of the PPARs, and PA did not activate any NR. hPPARα activation was also tested in presence of inhibitor GW6471, which reduced the activation level induced by the metabolites (Figure 7A). MINP at 50 μM induced the expression of PPARα target genes ACOT1, ACOT2 and PLIN2, and the induction was significantly reduced by PPARα knockdown (Figure 7F–H).

**Figure 7:**
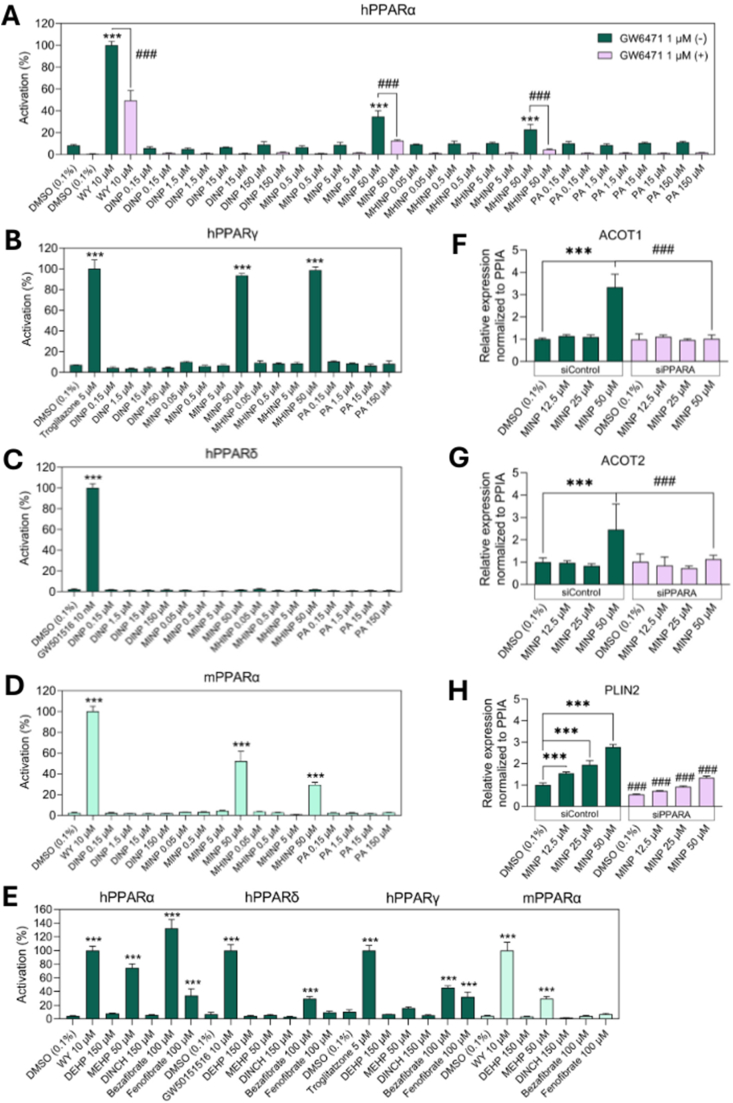
**DINP metabolites MINP and MHINP activate human and mouse PPARs in human C3A cells.** hPPARα is activated by MINP and MHINP but not DINP and PA, and the activation is reduced by hPPARα inhibitor GW6471 (**A**). MINP and MHINP also activate hPPARγ (**B**) and mPPARα (**D**) but not hPPARδ (**C**). The expression of PPARα target genes ACOT1, ACOT2 and PLIN2 is induced by MINP and reduced by PPARA knockdown (**F, G, H**). Similarly to MINP and MHINP, DEHP metabolite MEHP also activates hPPARα and mPPARα. PPARs are also targets of lipid-lowering drugs fibrates (**E**). Data shown as mean ± SD, N = 3. ∗ = p < 0.05, ∗∗ = p < 0.01, ∗∗∗ = p < 0.001. ### = p < 0.001 between the respective chemical treatments with and without PPARA knockdown. PPARα – peroxisome proliferator-activated receptor alpha, PPARγ – peroxisome proliferator-activated receptor gamma, PPARδ – peroxisome proliferator-activated receptor beta/delta.

We then compared the NR activation profile to other plasticizers, including DEHP, its primary metabolite MEHP, and phthalate-like 1,2-cyclohexane dicarboxylic acid diisononyl ester (DINCH), and clinical drugs used to treat dyslipidemias, including bezafibrate and fenofibrate (Figure 7E). First, we observed that both phthalates, DINP and DEHP, require metabolic conversion to activate PPARs. Furthermore, we observed more prominent activation of hPPARγ by the DINP metabolites MINP and MHINP, compared to the corresponding DEHP metabolite MEHP (Figure 7B,E). However, since DINP and DEHP metabolites were tested in different experiments, inter-experimental variability can decrease accuracy in comparisons of absolute potencies. The phthalate metabolites had similarities in their PPAR activation profile when compared to fibrates (Figure 7A–E).

Next to PPARs, we also measured activation of human PXR, CAR, FXR and LXRα, and mouse PXR and CAR by phthalates and fibrates (Figure 8A–G). Out of these NRs, only human and mouse PXRs were activated by phthalates (Figure 8A,E). DINP activated both human and mouse PXR dose-dependently (Figure 8A,E). Importantly, we observed that DEHP and MEHP are stronger activators of mouse PXR compared to DINP, whereas the reverse was observed in humans (Figure 8A,E,G).

**Figure 8:**
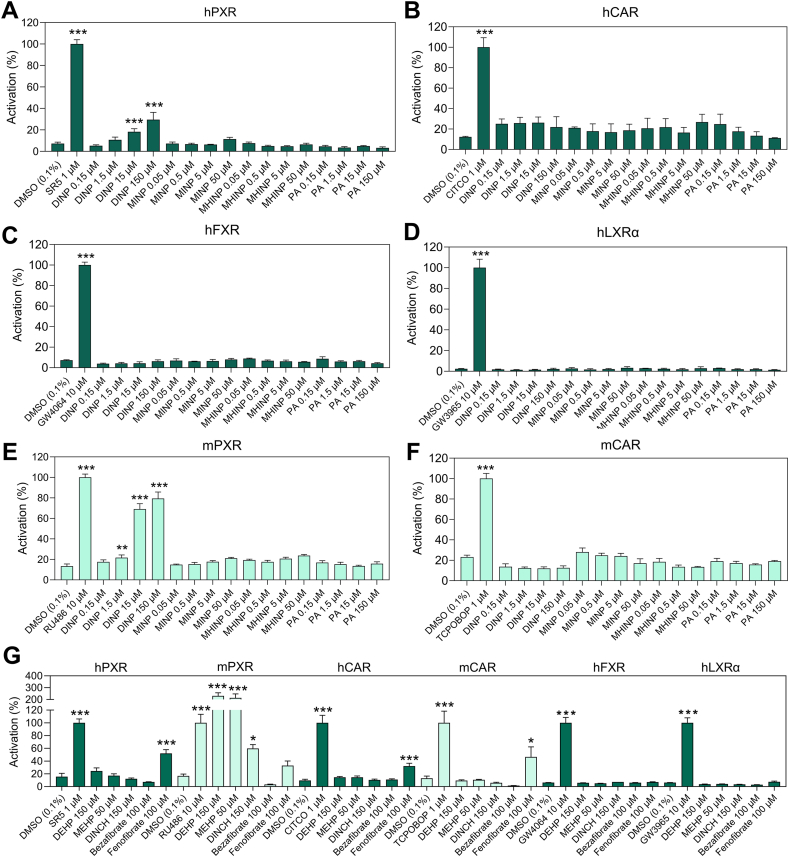
**Activation of human PXR, CAR, FXR and LXRα, and mouse PXR and CAR by phthalates and fibrates in human C3A cells.** DINP dose-dependently induced activation of hPXR (**A**) and mPXR (**E**), but no activity on hCAR (**B**), hFXR (**C**), hLXRα (**D**), and mCAR (**F**) was observed. DEHP and MEHP induced stronger activity of mPXR compared to DINP, whereas the reverse was observed in humans (**G**). Data shown as mean ± SD, N = 3. ∗ = p < 0.05, ∗∗ = p < 0.01, ∗∗∗ = p < 0.001. CAR – constitutive androstane receptor, FXR – farnesoid X receptor, LXRα – liver X receptor alpha, PXR – pregnane X receptor.

## 4 Discussion

By studying DINP using DIO mouse model and human hepatocyte cell lines, we observed notable effects on hepatic lipid metabolism. Collectively, this study demonstrated the capacity of DINP to (1) attenuate bodyweight gain, glucose tolerance and hepatic lipid deposition in mice, (2) remodel hepatic lipid metabolism and mitochondrial function in both mouse liver and human hepatic cells, and (3) activate NRs responsible for metabolic regulation. The functional observations from the metabolic tests were supported by the omics data from mouse liver and plasma, which revealed the enrichment of transcripts and metabolites associated with several lipid metabolism-related pathways. Overall, multiple pathways, as well as potentially saturating processes and compensatory mechanisms contribute to the overall DINP effect at different doses, resulting in a complex endocrine and metabolic interplay. The clearest and most consistent effect was the induction of hepatic lipid catabolism, which appears to be PPAR-driven, fully activated at a 150 mg/kg dose, with gradual signs present at lower doses. 

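A list of 48 tested PPARα target genes was compared between mice as the mean per mouse of log2(value + 1). At 150 mg/kg bw/d it rose by 0.61 (SD 0.149 in the control and 0.131 in the dose group, n = 14 each; 2-sided permutation test, p = 1e-05, the smallest these permutations can give), 45 of the 48 genes were higher and 18 were DEGs. At 15 mg/kg bw/d the mean per mouse did not differ from control (0.04, p = 0.646, n = 13), nor did it at 1.5 mg/kg bw/d (-0.04, p = 0.698, n = 13). Single targets did move at 15 mg/kg bw/d: 9 had an adjusted p under 0.05, and Angptl4 (log2FC 0.55, adjusted p = 0.0166), Eci2 (0.37, adjusted p = 0.00626) and Eci1 (0.32, adjusted p = 0.0173) were higher, while Acadm was lower (-0.40, adjusted p = 0.0343). Of all 11431 tested genes, 1621 had an adjusted p under 0.05 at this dose. The 9 targets are therefore no mark of a PPARα response by their number alone. Angptl4 was lower at 15 than at 150 mg/kg bw/d in the direct contrast (log2FC -0.92, adjusted p = 5.59e-05). The list of peroxisomal fatty acid oxidation, by contrast, was called by camera at 15 mg/kg bw/d (adjusted p = 0.0329), but not with an estimated correlation (0.865) or by fry (0.0618); 18 of 25 genes were higher, and the mean per mouse was higher by 0.14, with 10 of 13 mice above the control median (p = 0.0468, adjusted p = 0.166). The paper proposes that lipid catabolism in the liver is induced through PPAR, in full at the high dose and in part at the lower doses. It supports this with receptor assays, PPAR inhibitors and knockdown in cells. Its metabolites, triglycerides and histology of the mice bear on lipid catabolism as well. None of these were analysed here.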

Central observation from the omics data was that especially the high dose affected mitochondrial and peroxisomal functions that are associated with metabolism of LCFAs. We identified several enzymes, transporters and metabolites, which were enriched in the transcriptomics and metabolomics analyses, and are known to be involved specifically in beta-oxidation of LCFAs and facilitate their transport through mitochondrial and peroxisomal membranes.

It has been demonstrated by previous studies that phthalates induce activation of different members of the PPAR family [[51], [52], [53]] and mediate metabolic effects through them in rodents [[19], [51]]. We observed that the gene expression level of the mouse PPARα increased by 49 %, and a high number of well-established PPAR-regulated genes (e.g. *Cyp4a* family, *Acot1, Acox1, Ehhadh, Angptl4, Txnip, Hadha)* [[54], [55], [56], [57]] were among the top enriched genes in our transcriptomics data. 

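Ppara (chromosome 15, 85734983 to 85802819) had a mean value of 130.1 ± 29.1 (SD, n = 14) in the control group and 194.3 ± 38.0 (n = 14) at 150 mg/kg bw/d, an increase of 49.4%. The log2FC was 0.58 (standard error 0.118, adjusted p = 0.00187 from limma with Benjamini-Hochberg adjustment), with 13 of 14 mice above the control median. A 2-sided permutation test of the difference of the means gave p = 7e-05. With array quality weights the log2FC was 0.49, under the threshold of 0.5, with adjusted p from 0.00104 to 0.0168 over the alternatives. At 1.5 mg/kg bw/d the log2FC was 0.20 (adjusted p = 0.517) and at 15 mg/kg bw/d 0.20 (adjusted p = 0.281). The direct contrasts with 150 mg/kg bw/d gave -0.39 (adjusted p = 0.0480) and -0.38 (adjusted p = 0.0172).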

We also noticed that DINP metabolites MINP and MHINP strongly activated all tested mouse and human PPAR subtypes *in vitro*, whereas this effect was not consistent with the parental compound. At the same time, not all PPAR-mediated effects in the mouse liver are considered human relevant [58], and hepatic effects of PPAR activators are often milder or lacking in humanized rodent models [19]. Especially PPARα-mediated induction in peroxisomal proliferation, hepatomegaly and hepatocarcinogenesis are considered to be rodent-specific effects [58]. However, changes in lipid metabolism regulated by PPARα have been shown to be distinct from the proliferation response, and likely more human relevant [59].

In addition to the PPARs, we have identified several other factors likely contributing to the effect in the low-dose group. 

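Mup1, Mup7, Mup11, Mup14 and Mup-ps17 lie between 60066469 and 61857876 on chromosome 4, among near-identical paralogs and pseudogenes that share reads, so that the value of 1 member is uncertain. At 1.5 mg/kg bw/d the mean value was 2695 ± 1280 (SD, n = 13) for Mup14 against 1158 ± 536 (n = 14) in the control group, a ratio of 2.33, and 714.3 ± 499 against 70.9 ± 58.6 for Mup-ps17, a ratio of 10.1. The ratio was 2.39 for Mup11, 3.62 for Mup1 and 4.93 for Mup7, each with an SD close to or above the group mean. Mup14 (log2FC 1.31, adjusted p = 0.0320) and Mup-ps17 (log2FC 3.44, adjusted p = 0.0167) were DEGs, with 13 of 13 mice above the control median. Mup14 was not a DEG in 3 of the 27 fits that left out 1 mouse (adjusted p up to 0.0685, without replicate 8 of the dose group). Mup1, Mup7 and Mup11 had adjusted p from 0.219 to 0.304 over all genes, with 9 of 13 mice above the control median, and all 5 had an adjusted p under 0.05 adjusted over the list alone, which is not independent evidence for genes named from these same mice. In the contrast of 1.5 with 15 mg/kg bw/d, Mup14 (log2FC 1.28, adjusted p = 0.00359) and Mup-ps17 (4.52, adjusted p = 5.61e-05) differed. In the contrast of 1.5 with 150 mg/kg bw/d none of the 5 did, with log2FC from 0.28 to 2.20 and adjusted p from 0.101 to 0.781. Mup-ps17 passed in that contrast with array quality weights (adjusted p = 0.0315). In the 150 mg/kg bw/d group itself the 5 log2FC lay between 0.66 and 1.24, with adjusted p from 0.303 to 0.683. The mean of the 5 genes per mouse was higher there by 0.81, with 12 of 14 mice above the control median (permutation p = 0.0206, adjusted p = 0.066), and camera called the list (adjusted p = 0.0367), though not with an estimated correlation (0.432) or with fry (0.149). The sum of all 40 MUP genes in the table was 15320 ± 3414 in the control group and 25400 ± 12980 at 1.5 mg/kg bw/d (permutation test, p = 0.00407). The sum at 1.5 mg/kg bw/d was also higher than at 15 (17350, p = 0.0442) and 150 mg/kg bw/d (17440, p = 0.0296). At 15 and 150 mg/kg bw/d the sum did not differ from control (p = 0.282 and 0.170).

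**Figure D2:**
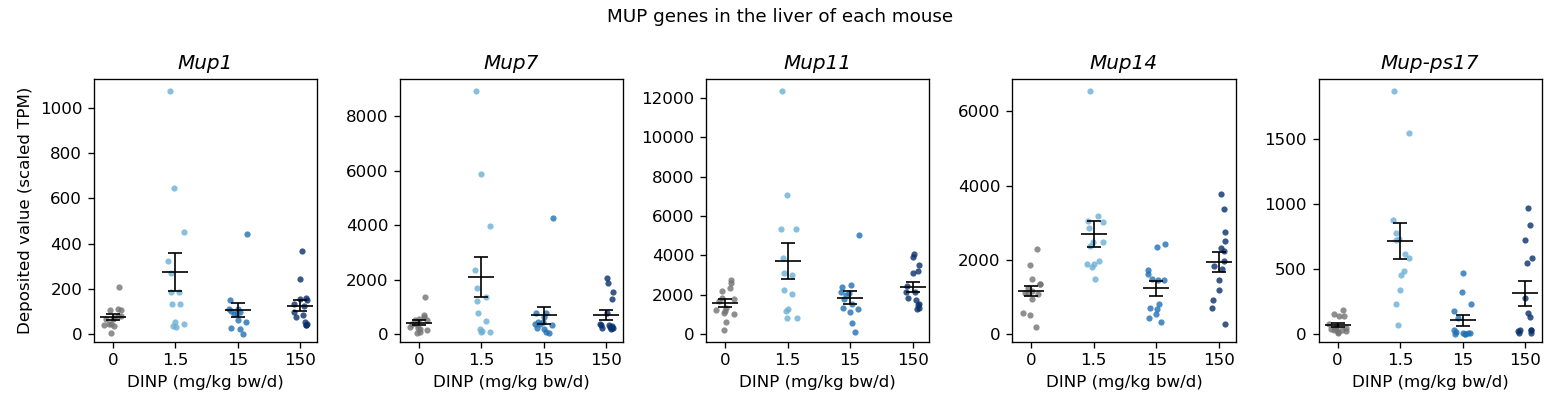
Deposited values (scaled TPM, vertical axis) of Mup1, Mup7, Mup11, Mup14 and Mup-ps17 by DINP dose (mg/kg bw/d, horizontal axis). Each point is 1 mouse and the bars give the mean with the SEM; the mice at 1.5 mg/kg bw/d spread widely, and for Mup14 and Mup-ps17 all 13 lie above the control median.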

A first potential factor is the major urinary protein (MUP) family of pheromone carriers, which were upregulated exclusively in the low-dose group, with Mup1, Mup7, Mup11, Mup14, and Mup-ps17 induced between 2.3- and 10.6-fold. MUP upregulation has been shown to increase energy expenditure in obese mice [60,61], and MUP expression is regulated by androgens and testosterone [62], which are known targets of phthalate-induced endocrine disruption [63]. This suggests that low-dose DINP may promote energy expenditure through androgen-mediated MUP induction. A second potential contributor is Rraga, which was prominently downregulated in the low- and mid-dose groups. 

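Rraga (chromosome 4, 86575668 to 86577285) had a value of 86.98 ± 12.1 (SD, n = 14) in the control group, 55.4 ± 10.6 (n = 13) at 1.5 mg/kg bw/d, 53.9 ± 12.8 (n = 13) at 15 mg/kg bw/d and 63.6 ± 13.9 (n = 14) at 150 mg/kg bw/d. The log2FC was -0.65 (adjusted p = 0.00170), -0.71 (adjusted p = 1.49e-05) and -0.46 (adjusted p = 0.0110; limma with Benjamini-Hochberg adjustment), and every dosed mouse (13, 13 and 14) was below the control median. The high-dose group was thus under the log2FC threshold, but the contrasts of 1.5 and 15 with 150 mg/kg bw/d did not differ (adjusted p = 0.392 and 0.119).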

Rraga is a key component of the mTORC1 nutrient-sensing pathway, and its downregulation may promote a catabolic state and autophagy induction, potentially contributing to the metabolic phenotype observed at the low dose [64]. A third potential explanation is the saturation of hepatic metabolism of active DINP metabolites (MINP, MHINP, and others) at higher doses, which could lead to their accumulation and drive PPAR-mediated effects preferentially at the high dose. 

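Of 16 genes in a list of the UGT family, 14 were tested. At 1.5 mg/kg bw/d, Ugt1a1 rose from 3.49 to 5.90 (log2FC 0.68, standard error 0.185, adjusted p = 0.0460) and Ugt2b36 from 188 to 240 (log2FC 0.35, adjusted p = 0.0128). At 15 mg/kg bw/d, Ugt3a1 (log2FC 0.56, adjusted p = 0.0122), Ugt3a2 (0.43, adjusted p = 0.00132) and Ugt1a8 (0.23, adjusted p = 0.0182) were higher. Of these 5, Ugt1a1 and Ugt3a1 were past the log2FC threshold. At 150 mg/kg bw/d, 11 of the 14 genes were higher and none had an adjusted p under 0.05, while 2 did so adjusted over the list alone; the log2FC of Ugt1a1 was 0.56 (adjusted p = 0.0872) and that of Ugt2b36 0.23 (adjusted p = 0.0938). In the direct contrasts, Ugt3a1 and Ugt3a2 were higher at 15 than at 150 mg/kg bw/d (log2FC 0.63, adjusted p = 0.00330, and 0.44, adjusted p = 0.000672) and Ugt1a7c lower (-0.38, adjusted p = 0.00436), but Ugt1a1 and Ugt2b36 did not differ between 1.5 and 150 mg/kg bw/d (adjusted p = 0.793 and 0.465), nor Ugt1a8 between 15 and 150 mg/kg bw/d (adjusted p = 0.184). The mean of the list per mouse was higher than in control by 0.142 on the log2 scale at 1.5 mg/kg bw/d (permutation p = 0.0107, adjusted p = 0.171), 0.145 at 15 mg/kg bw/d (p = 0.0438, adjusted p = 0.166) and 0.155 at 150 mg/kg bw/d (p = 0.0129, adjusted p = 0.0516). The Ugt1a genes share their last exons, so that 3′ reads cannot tell them apart well.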

Several members of the UDP-glucuronosyltransferase (UGT) enzyme family responsible for glucuronidation and excretion of phthalate metabolites are upregulated in the low- and mid-dose groups, whereas only trends toward upregulation are observed in the high-dose group. This pattern is consistent with metabolic saturation at the highest dose, potentially shifting the balance toward metabolite accumulation.

The increase in mitochondrial respiration and beta-oxidation in the HepaRG cells after phthalate exposure reflected similar effects seen in the mouse liver, even though the respiratory capacity was not directly measured from the mouse. Importantly, the effect in cells was only detected in the presence of palmitate as the main substrate for energy production. This indicates that phthalates could have varying effects in the presence of different substrates and energetic states, even in the same organism. The observation is also consistent with previous animal studies with other suspected MDCs [65,66], highlighting diet as an important interacting factor affecting responses to MDCs.

Acylcarnitine levels have been previously demonstrated to be increased by perinatal exposures to DINP and DEHP [[67], [68]]. The increase is also consistent with our observations, and some pharmacological treatments activating PPARs in mice and rats [[69], [70]]. Clofibrate treatment has been shown to increase carnitine levels also in pig livers, which have closer resemblance to human with generally milder response to PPARα activators [71]. In contrast, also decreases in acylcarnitines have been reported after phthalate exposure in rodent livers but also in human cord blood [72]. These studies indicate that even short-term phthalate exposure during sensitive periods could have long-term metabolic effects. The carnitine enrichment effect in mouse has been proposed to be due to increased carnitine biosynthesis and hepatocellular uptake by OCTN2 [69]. Our transcriptomics data did not indicate consistent enrichment in enzymes involved in carnitine biosynthesis but showed more effect on the transporters on the cell membrane and mitochondria.

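Besides Aldh9a1, the enzymes of carnitine biosynthesis in the table were Shmt1, Shmt2 and Bbox1. Shmt2 had a log2FC of 0.29 at 1.5 mg/kg bw/d (adjusted p = 0.0426), -0.02 at 15 mg/kg bw/d (adjusted p = 0.890) and 0.26 at 150 mg/kg bw/d (adjusted p = 0.0486). Bbox1, the last enzyme of the pathway, had log2FC between -0.07 and 0.07 (adjusted p from 0.642 to 0.829), and Shmt1 between -0.09 and 0.03 (adjusted p from 0.635 to 0.943).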

Previously in human cells, phthalates have been shown to be relatively potent activators of the xenobiotic sensors human CAR splice variant 2 (hCAR2) and pregnane X receptor (PXR) [73]. In our study, DINP did not affect CAR, but activated both human and mouse PXR *in vitro*. In the mouse liver, we could not confirm the induction in typical mouse PXR or CAR target genes, such as *Cyp3a11* and *Cyp2b10*. However, this could be explained by the rapid metabolism of DINP in the gastrointestinal system, and lack of activity of the metabolites on PXR and CAR. 

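Cyp2b10 had a mean value of 0.473 ± 0.495 (SD, n = 14) in the control group and 0.506 ± 0.780 (n = 14) at 150 mg/kg bw/d, under the mean of 1 needed for a test. Cyp3a11 had a log2FC of -0.31 at 1.5 mg/kg bw/d (adjusted p = 0.546) and 0.17 at 15 mg/kg bw/d (adjusted p = 0.623). Of the 22 tested genes in a list of PXR and CAR targets, 16 were higher at 150 mg/kg bw/d with a median log2FC of 0.12, and none had an adjusted p under 0.05. The mean per mouse was higher by 0.12 (SD 0.247 in the control and 0.0956 in the dose group), with 14 of 14 mice above the control median. The permutation test did not separate the groups (p = 0.105, adjusted p = 0.211), which does not exclude a small rise. The mean per mouse at 15 mg/kg bw/d was higher by 0.20, with 12 of 13 mice above that median (p = 0.0228, adjusted p = 0.139), and at 1.5 mg/kg bw/d p was 0.788.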

Another potential regulator for DINP effects could be third xenobiotic sensor, aryl hydrocarbon receptor (AHR), which has been shown to regulate hepatic mitochondria by controlling mitophagy via its direct target mitophagy receptor BNIP3 [74]. In our RNA-seq data, the level of *Ahr* was reduced, and *Bnip3* was slightly increased the high-dose DINP group.

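Ahr had a value of 2.60 ± 0.610 (SD, n = 14) in the control group and 1.77 ± 0.636 (n = 14) at 150 mg/kg bw/d (log2FC -0.40, adjusted p = 0.0851), and was below the control median in 13 of 14 mice. Bnip3 rose from 105.9 ± 18.4 to 131.9 ± 25.0 (log2FC 0.31, adjusted p = 0.0839) in 13 of 14 mice. Neither passed the adjustment over all genes at this dose. At 15 mg/kg bw/d, Bnip3 had a log2FC of 0.31 with an adjusted p of 0.0292. A list of 5 tested AHR target genes had a mean per mouse that was higher at 150 mg/kg bw/d by 0.20 on the log2 scale (permutation p = 0.00186, adjusted p = 0.0119 over the lists). Camera did not call this list (adjusted p = 0.0625, and 0.172 with an estimated correlation), while fry did (0.00313). None of its genes had an adjusted p under 0.05. The median log2FC of the list, 0.3116, was the value of Bnip3, so that the list appears to hold this gene. The paper names Bnip3 from these same mice, and the result of the list is then not independent evidence.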

Our receptor activation data suggests that there are significant differences between DINP- and DEHP-mediated responses in mouse and human. First, DEHP is a stronger activator of mouse PXR compared to DINP, whereas the reverse is observed in humans. This species-specific divergence is toxicologically significant, as PXR activation has been linked to lipogenic and hypercholesterolemic effects [75], suggesting that DEHP may drive stronger PXR-mediated metabolic disruption in mice, but in human this could be the opposite. Second, regarding PPAR activation, the key difference observed was a more prominent activation of human PPARγ by the DINP metabolites MINP and MHINP compared to DEHP metabolite MEHP. Given that PPARγ is a master regulator of adipogenesis, this finding suggests that DINP may carry higher adipogenic potential than DEHP specifically in humans, which is a difference that would not be apparent from rodent data alone. Taken together, these receptor-level differences indicate that DINP presents a distinct, and in some respects more concerning profile in the human context compared to DEHP, suggesting that DINP may not be toxicologically safer substitute for DEHP.

Our analyses also identified elevated levels of circulating factors (e.g., heptanoylcarnitine), as well as hepatic gene enrichment of factors that are typically secreted, e.g., adipsin (*Cfd*) and angiopoietin-like-4 (*Angptl4*). Previously, increase in adipsin has been shown to be linked with insulin resistance in the adipose tissue, which has been described to be its primary site of synthesis and action [76]. In our data, the baseline expression of the *Cfd* gene in the control group was modest (∼5 TPM), but in the high-dose DINP group it increased to the level of ∼25 TPM. 

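The mean value of Cfd was 4.76 ± 2.91 (SD, n = 14) in the control group, 5.04 ± 5.31 (n = 13) at 1.5 mg/kg bw/d, 5.90 ± 7.84 (n = 13) at 15 mg/kg bw/d and 24.4 ± 14.6 (n = 14) at 150 mg/kg bw/d. A 2-sided permutation test of the difference of 19.6 between the high-dose and control means gave p = 1e-05, the smallest these permutations can give, and 14 of 14 mice were above the control median. The direct contrasts gave a log2FC of -2.41 for 1.5 against 150 mg/kg bw/d (adjusted p = 0.000436) and -2.42 for 15 against 150 mg/kg bw/d (adjusted p = 8.41e-05). Of 7 genes specific to adipocytes, the summed value was 2.04 ± 1.64 in the control group and 3.03 ± 2.65 at 150 mg/kg bw/d. Most of this sum was Adrb3 (means of 1.48 and 2.36), and the other genes were near the floor.

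**Figure D3:**
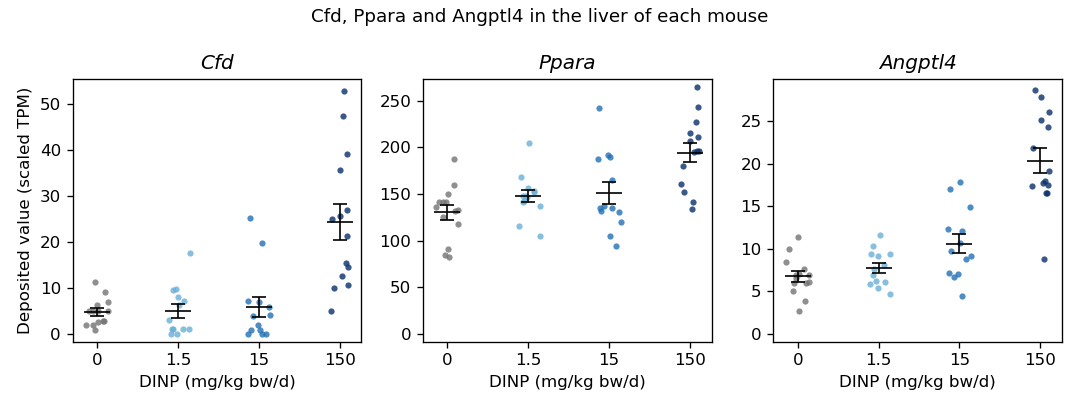
Deposited values (scaled TPM, vertical axis) of Cfd, Ppara and Angptl4 by DINP dose (mg/kg bw/d, horizontal axis). Each point is 1 mouse and the bars give the mean with the SEM; Cfd and Angptl4 lie above the control median in all 14 mice at 150 mg/kg bw/d and Ppara in 13.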

The increase in expression of secreted mediators, as well as in plasma metabolites indicates that DINP effects are also exerted outside of the liver to the other target organs.

Previous DINP exposure studies using mice fed with standard low-fat diets have reported a variety of hepatic damage including enlargement of the liver, broadened hepatic cords and central veins, loose cytoplasm, and oedema [[77], [78]]. One study also reported moderate to severe infiltration of inflammatory cells and steatosis [79], of which the latter is also consistent effect with adult zebrafish [80]. These effects have been attributed to, for example, oxidative damage caused by lipid peroxidation and peroxisomal proliferation at the molecular/organelle level. In general, these histopathological observations were not replicated in our DIO model, in which DINP seemed to have effects that could be considered mostly beneficial (e.g. decrease in hepatic lipid droplets, protection from diet-induced obesity and enrichment in regulators of lipid metabolism). The stimulatory effects seen here are likely dependent on PPARα and the dietary status of the model, since similar effects have been demonstrated before in DEHP exposure studies [19,20], and this was the first study to investigate DINP effects in the DIO model. In line with the differential effects in rodent models, phthalate effects on mitochondrial function were also different in the presence of different substrates, reflecting similar patterns to what has been seen in the mouse models.

Collectively, this study demonstrated the capacity of DINP to remodel hepatic lipid metabolism and disrupt mitochondrial bioenergetic functions in both mouse liver and human hepatic cell lines. Our findings highlight that DINP metabolites specifically target PPARs at high doses and have additional modes of action at lower exposure levels, with species-specific differences in their PPAR isoform specificity. Taken together, this underscores the importance of comprehensive characterization of phthalates for their metabolic consequences, including determination of metabolite activities.

## CRediT authorship contribution statement

**Sini Pitkänen:** Writing – review & editing, Writing – original draft, Visualization, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Henriikka Hakomäki:** Writing – review & editing, Supervision, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Olli Kärkkäinen:** Writing – review & editing, Resources, Methodology. **Marko Lehtonen:** Writing – review & editing, Writing – original draft, Resources, Methodology, Data curation. **Sreejita Das:** Investigation, Data curation. **Jaana Rysä:** Writing – review & editing, Resources, Funding acquisition. **Jenni Küblbeck:** Writing – review & editing, Writing – original draft, Supervision, Resources, Methodology, Funding acquisition, Data curation. **Anna-Liisa Levonen:** Writing – review & editing, Supervision, Resources, Funding acquisition, Conceptualization.

## Funding sources

The project EDCMET has received funding from the European Union's Horizon 2020 research and innovation programme under Grant Agreement No. 825762. The project NEMESIS has received funding from the European Union's Horizon Europe programme under grant agreement No. 101137405. The computational analyses were performed on servers provided by UEF Bioinformatics Center, Biocenter Kuopio, Biocenter Finland, 10.13039/100007753University of Eastern Finland, Finland. We appreciate Biocentre Finland and Biocentre Kuopio for supporting the LC-MS laboratory facility.

## Declaration of competing interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests: O.K. is a co-founder of Afekta Technologies Ltd., a company providing metabolomics analysis services.

If there are other authors, they declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Data will be made available on request.

# Supplementary material for: Metabolite-driven remodeling of hepatic lipid metabolism by the plasticizer di-isononyl phthalate
**Source:** Mol Metab. 2026 Jul 3;110:102412. doi: 10.1016/j.molmet.2026.102412
**Supplement:** Multimedia component 2

**Supplementary material 1**

**Metabolite-driven remodeling of hepatic lipid metabolism by the plasticizer di-isononyl phthalate**

Sini Pitkänen^1^, Henriikka Hakomäki^1^, Olli Kärkkäinen^2^, Marko Lehtonen^2^, Sreejita Das^1^, Jaana Rysä^2^, Jenni Küblbeck^1,2^, Anna-Liisa Levonen^1*^

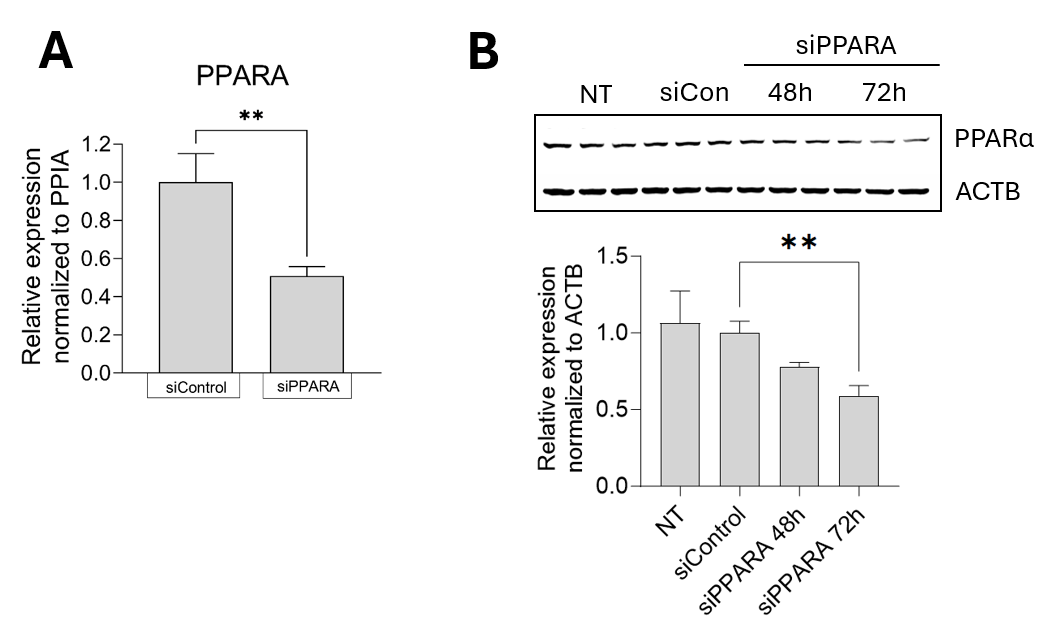

**Figure S1**. **Silencing efficiency of PPARα-targeting siRNA** **in C3A cells.** Human hepatic C3A cells were transfected with siRNA targeting PPARα or negative control (siCon) for 48 hours, followed by media change and incubation with 0.5% DMSO in treatment medium. The expression levels of PPARα were measured at 72 h for mRNA (**A**) and at 48 and 72 h for protein (**B**). The knockdown efficiency was 51 % for mRNA and 41 % for protein at 72 h. Data shown as mean ± SD of three replicates, ** = p < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

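Total RNA from the medial liver lobe of 54 male mice on a high-fat diet was sequenced by the authors after 20 weeks of DINP: 14 control mice and 13, 13 and 14 mice at 1.5, 15 and 150 mg/kg bw/d. The libraries were QuantSeq 3′ mRNA-Seq libraries. The authors processed the reads with nf-core/rnaseq (STAR, RSEM and Salmon) on GRCm38, and used DESeq2 and GSEA for their tests. Each sample was assigned to its dose group from its label, and the groups were compared as independent samples. The replicate numbers of the labels do not pair mice across groups: over 79 pairs of samples with the same number in 2 groups, the mean correlation of the deviations from the group means was -0.0025 (from -0.359 to 0.243), and 12.7% were above 0.1.

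The deposited table holds 20162 rows for 20143 gene symbols, 17 of which stand on more than 1 row; all rows were kept. Its values are a signal that the authors scaled between samples: in each sample they are whole multiples of 1 step (0.765 to 1.11), the steps follow the inverse of median-of-ratios size factors, and the whole numbers sum to 948342 to 980641 in every sample (coefficient of variation 0.765%). Among control mice, the 2644 genes with a mean from 2 to under 5 had a median ratio of variance to mean of 0.366, below that of counted reads, and the 98 snoRNA genes that were above 0 in some samples and 0 in others had a median smallest value of 7. The values were therefore read as TPM rounded to whole numbers and divided by size factors. The plan allowed for TPM or for counts, and its branch for TPM was followed; no test for counts was run. The table does not keep the sequencing depth, so that no sampling error of single values can be given. It includes the authors' quantification and scaling, which were not repeated. A further median-ratio rescaling changed the values by factors of 1.0077 to 1.0086 and so tests nothing.

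Genes were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend) on log2(value + 1), with all 4 groups in 1 fit, for the 11431 rows with a mean of at least 1 over all samples. p-values were adjusted by the method of Benjamini and Hochberg, and a gene was called with an adjusted p under 0.05 and a log2 fold change beyond 0.5. Besides each dose against control, the 3 contrasts between doses were tested. Gene lists (37, of which 32 had at least 5 tested genes) were tested with limma's camera with a correlation of 0.01, adjusted over the lists of a dose. They stand in for the GO terms of the paper, which were not used here. Their mean per mouse was also compared in a 2-sided permutation test with 100000 resamples, chosen after the data were seen, and the same test was used for the mean values of Ppara and Cfd. Principal components were computed from the 500 genes with the highest variance. Gene positions are from GENCODE release M21 on GRCm38, the build that the paper names, matched by symbol for 19137 symbols and through an older or newer symbol for 332. The genes named are genes that the paper names in its results and discussion of the liver transcriptome and that the table holds, not all of which are given, and for each dose the 5 with the largest increase and the 5 with the largest decrease among the called genes; the genes of Fig. 4C and Fig. 4D are given as counts.

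The alternatives tried were pseudocounts of 0.1 and 5, no filter and a minimum mean of 5, quantile normalization and median-ratio rescaling, control and 1 dose group alone, array quality weights, a robust eBayes, the replicate number as a block, no log2 fold change threshold, a Wilcoxon rank-sum test, group medians, each sample left out in turn, and for lists an estimated correlation, fry and fgsea 1.28.0. Trends with GC content and transcript length and 2 covariates were added after the data were seen. The comparison of each dose with control was repeated on 100 splits of its samples, the real one included. The contrast of 15 with 150 mg/kg bw/d was split in the same way, and the other contrasts between doses were not. The pipeline was tested on simulated data with the same layout, in which 200 of the genes were shifted by 1 on the log2 scale at 150 mg/kg bw/d: 176 of the 192 that remained tested were recovered, 8 unchanged genes were called, and none was called at the other doses. The simulated genes varied independently of each other, so that calls from variation shared between genes were not tested. The shift was also larger than the median size of the log2FC among the called genes (0.63, 0.60 and 0.71 at 1.5, 15 and 150 mg/kg bw/d). Metabolites, histology, blood values and cell assays were not analysed here.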

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

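Of the tests below, those of time of day on the clock genes and as a covariate, of GC content, transcript length and level on the number of genes, of the shared axis of variation on the number of genes, of the scaling, of the ribosomal protein genes, of Pin4 and of the overlapping genes of Gm20708 were chosen only after the results that they bear on had been seen.

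The groups at 15 and 150 mg/kg bw/d differed directly in 769 genes (376 higher and 393 lower at 15 mg/kg bw/d; limma with Benjamini-Hochberg adjustment), and more genes passed the threshold against control at 15 (425) than at 150 mg/kg bw/d (96). Of 100 splits of the 15 and 150 mg/kg bw/d mice, 1 (the real one) gave as many genes, and other splits gave up to 574. Of 100 splits of the control and 15 mg/kg bw/d mice, 2 gave 425 or more, 1 of the others giving 637. Large counts can therefore arise from variation between mice, although rarely. No tested technical explanation removed the excess at 15 mg/kg bw/d. With the mouse left out that lowered the count most (replicate 8 of that group), 292 genes were called. Leaving out 1 mouse cannot test whether several mice lie apart together. Array quality weights gave 218 genes at 15 and 140 at 150 mg/kg bw/d, and the Wilcoxon test 202 and 86. The excess was smaller with both but remained. With a score of 7 clock genes as a covariate there were 443 genes, 308 of them among the 425, against 105 at 150 mg/kg bw/d. Removing each sample's trend with GC content left 376 (104 at 150 mg/kg bw/d), with transcript length 408 (101), and with GC content, length and level together 375 (97). Quantile normalization left 408 (100), and the authors' scaling steps did not differ between the 15 mg/kg bw/d and control mice (permutation test, p = 0.155). The share of the total in the 20 highest genes did not differ either (44.8% against 46.1%, p = 0.157). An axis of variation that mice of the other groups show as well took up more: with its score as a covariate 240 genes were called, 210 of them among the 425, against 127 at 150 mg/kg bw/d. About this part of the excess it stays open whether mice of this group happened to lie apart on a common axis or whether the dose moved them along it. Batches of RNA extraction or sequencing are not in the labels, and the order in which groups were collected was not analysed here. A response that belongs to the middle dose stays open as a hypothesis.

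Ribosomal protein genes, which the paper does not discuss, were higher at 15 mg/kg bw/d: 70 of 80 tested genes had a log2FC above 0, with a median of 0.33, and 19 were past the threshold, all upward. Removing the trends with GC content, length and level left a median of 0.293, above that of every one of 10000 random lists of the same size (highest 0.127), which argues against these trends as the whole cause. Variation between mice that the dose does not explain cannot be told apart from an effect: the mean of the list per mouse rose by 0.31 (SD 0.154 in the control and 0.351 in the dose group; higher in 10 of 13 mice), and its permutation p of 0.00651 became 0.0521 after adjustment over the lists. The list of oxidative phosphorylation genes moved in the same way (65 of 75 genes higher, median 0.22; mean per mouse p = 0.0260, adjusted p = 0.139). The ribosomal list differed between 15 and 150 mg/kg bw/d (p = 0.00473), and its log2FC at 150 mg/kg bw/d had a median of -0.02.

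Pin4, a gene the paper does not name, was higher at 15 mg/kg bw/d, with a value of 44.1 ± 19.7 (SD, n = 13) against 16.9 ± 4.46 in the control group (n = 14; log2FC 1.25, adjusted p = 1.65e-07). All 13 mice were above the control median, and the lowest of them had a value of 23.4 against a highest control value of 26.4. The gene did not move at 1.5 (log2FC -0.08, adjusted p = 0.898) or 150 mg/kg bw/d (log2FC 0.02, adjusted p = 0.975), and the contrast of 15 with 150 mg/kg bw/d had a log2FC of 1.23 (adjusted p = 9.93e-08). It was singled out after its values were seen, as the gene with the largest log2FC among the increases at 15 mg/kg bw/d after Usp2. With the trends of GC content, length and level removed the log2FC was 1.21 (adjusted p = 3.87e-07), and with the score of the shared axis as a covariate 1.13 (adjusted p = 7.21e-08), which argues against both as the whole cause. No other annotated gene lies within 500 bases of it on the X chromosome. Reads from pseudogenes elsewhere were not tested, and an effect of the middle dose stays open as a hypothesis.

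Gm20708, a gene on chromosome 11 that overlaps Syngr2 and Afmid, was lower at 15 mg/kg bw/d, with a value of 3.71 ± 8.57 (SD, n = 13) against 18.9 ± 12.1 in the control group (log2FC -3.05, adjusted p = 1.68e-05; below the control median in 12 of 13 mice), and the contrast of 15 with 150 mg/kg bw/d had a log2FC of -3.80 (adjusted p = 1.22e-07). A different assignment of reads between the 3 genes could produce such a change. The mean of Afmid and Syngr2 summed did not rise (109.6 in the control group and 105.2 at 15 mg/kg bw/d, a difference of -4.47, permutation p = 0.538), while Gm20708 changed by -15.2. The transcripts differ in length, so that values need not be exchanged in equal amounts, and the change cannot be told apart from an assignment of reads.

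Dbp, a clock gene that the paper does not name, was higher at 15 mg/kg bw/d (log2FC 1.00, adjusted p = 0.0125; above the control median in 12 of 13 mice). Of the clock-related genes that were looked at next, after their values were seen, Per3 (log2FC 0.75, adjusted p = 0.00557) and Usp2 (log2FC 1.37, adjusted p = 0.00895) rose too. The mean per mouse of the circadian list was higher (0.31, permutation p = 0.00264, adjusted p = 0.0454). Bmal1, which runs against Dbp and Per3 through the day, was lower: 0.458 ± 0.517 against 1.44 ± 1.13 (permutation p = 0.00685), although both means are near the floor. The direction of these genes is consistent with a difference in the time of day of tissue collection, and it may equally be an effect of DINP on the clock, since times of collection were not analysed here. The difference between 15 and 150 mg/kg bw/d had an adjusted p of 0.156 for Dbp, 0.131 for Usp2 and 0.00224 for Per3.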

How the results depend on the processing

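The alternatives were set in advance, except the removal of GC content and length trends and the clock and axis covariates, which were chosen after seeing the data. The alternatives that need counts (DESeq2's size factors and a filter on low counts) were not run, because the table does not hold counts. Since the depth of the samples is not in the table, it was not possible to limit results by it. Median-ratio rescaling left almost every value as it was and is no test of stability.

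The counts of genes past the threshold (42, 425 and 96 at 1.5, 15 and 150 mg/kg bw/d) stayed within 1.5 times of themselves under a pseudocount of 0.1 (41, 574 and 104), a minimum mean of 5 (43, 365 and 69), quantile normalization (39, 408 and 100) and a robust eBayes (42, 425 and 95). A pseudocount of 5, which pulls log2FC toward 0, gave 23, 190 and 48 genes. No filter, with more genes to adjust for, gave 22 genes at 1.5 mg/kg bw/d. Array quality weights gave 70 at 1.5 and 218 at 15 mg/kg bw/d, sharing 39 and 194 genes with the 42 and 425. Control and the dose group alone gave 76 at 1.5 mg/kg bw/d, and the Wilcoxon test 202 at 15 mg/kg bw/d. With the replicate block, 27 genes passed at 1.5 mg/kg bw/d. No log2FC threshold gave 137, 1621 and 248 genes by construction. The clock score as a covariate gave 22 genes at 1.5 mg/kg bw/d and the axis score 240 at 15 mg/kg bw/d. Except for the pseudocount, the filter and the threshold, the cause was not tested. Across the fits that each left out 1 mouse, the counts ran from 22 (without 1.5 mg/kg bw/d replicate 8) to 59 (without replicate 4) at 1.5 mg/kg bw/d, with 24 without control replicate 1, 27 without control replicate 12, and 24 and 27 without DINP 1.5 mg/kg bw/d replicate 5 and DINP 1.5 mg/kg bw/d replicate 12; from 292 to 561 at 15 mg/kg bw/d and from 86 to 106 at 150 mg/kg bw/d. In all of these settings more genes passed at 15 than at the other doses.

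Cfd kept its direction throughout; with a pseudocount of 0.1 its log2FC was 2.34 and its adjusted p 0.0684, with 0.000852 to 0.00856 under the alternatives other than control and the dose group alone (7.04e-05). Leaving out 1 mouse gave 1.96 to 2.21. For Ppara, array quality weights gave a log2FC of 0.49, under the threshold (adjusted p 0.00161; 0.00104 to 0.0168 over the alternatives), and leaving out 1 mouse 0.54 to 0.63. The cause was not tested. Of the 5 MUP genes, 2 passed under each alternative tried on them (pseudocount 0.1, rescaling, quantile normalization, array quality weights, the block, control and the dose group alone, Wilcoxon), and 1 to 2 in the fits that each left out 1 mouse: 1 without control replicate 10 or without replicates 5 or 8 of the 1.5 mg/kg bw/d group. The first 2 principal components held 22.2% of the variance, 13.1% with a pseudocount of 0.1, 23.8% with all genes and 21.9% with quantile normalization.

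Camera called 8, 4 and 12 lists at 1.5, 15 and 150 mg/kg bw/d. With an estimated correlation the numbers were 0, 0 and 4, and fry called 1 list at 1.5 and 6 at 150 mg/kg bw/d. The cause was not tested. For lists with a median near 0 the direction given by the test was reversed: PPARα targets at 1.5 mg/kg bw/d with quantile normalization (median log2FC -0.00703) and with fry (-0.00127), oxidative phosphorylation at 150 mg/kg bw/d with quantile normalization (-0.0261), and acute phase genes at 1.5 and 15 mg/kg bw/d with fgsea (-0.0748 and -0.115). Slc23a1 at 150 mg/kg bw/d was reversed with array quality weights (-0.00737), group medians (-0.0850) and without DINP 150 mg/kg bw/d replicate 12 (-0.0105; 0.0852 without replicate 7), and Nuak1 with group medians (0.0144). The cause was not tested. Among the other named genes, 39 values were weaker and 13 stronger under the alternatives, and 155 weaker and 33 stronger when 1 mouse was left out; among the lists 22 were weaker and 3 stronger. In the contrasts between doses 1 was stronger: Mup-ps17 between 1.5 and 150 mg/kg bw/d passed with array quality weights.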

Differences from the paper's values

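At 1.5 mg/kg bw/d, 23 genes were upregulated against the paper's 36, and 19 downregulated against the paper's 30. Of the alternatives set before the data were examined, array quality weights (39 and 31 genes) and control with the dose group alone (41 and 35) came within 1.5 times of both of the paper's values. A pseudocount of 0.1 (24 upregulated) and a minimum mean of 5 (24) did so for the upregulated genes, as did leaving out control replicate 9 (27), 13 (24) or 14 (25) or replicate 4 of the dose group (34); for the downregulated genes, leaving out control replicate 11 (20) or replicate 4 of the dose group (25) did. Of the alternatives chosen after seeing the data, removing the transcript length trend (20) did so for the downregulated genes. The other alternatives, and the other fits without 1 control mouse or 1 mouse of the 1.5 mg/kg bw/d group, closed neither gap. Fits without 1 mouse of another dose group are not included in this statement. They gave up to 49 genes in both directions together (without replicate 7 of the 15 mg/kg bw/d group), so that some of them closed a gap too. At 150 mg/kg bw/d, 22 genes were downregulated against the paper's 61; array quality weights (48) and no log2FC threshold (78) came within 1.5 times, and no other of them did; the axis score as a covariate, chosen after seeing the values, gave 45. The first principal component held 14.2% of the variance against about 28% in Fig. 4B, read by eye, and none of the alternatives closed the gap (7.90% to 14.1%).

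The paper lists several genes as changed at 150 mg/kg bw/d that were not past the threshold here. This threshold includes the log2FC, while the paper marks the genes of Fig. 4C by FDR alone. Slc23a1 did not differ from control (log2FC 0.04, adjusted p = 0.935), and none of the alternatives tried on single genes called it, nor Pnpla2 (0.30, adjusted p = 0.0725), Hadha (0.29), Acaa2 (0.33), Echs1 (0.24), Hsdl2 (0.41), Srd5a1 (0.42), Plpp3 (0.31), Chdh (0.36), Abcd3 (0.42), Pxmp4 (0.34), Cpt2 (0.34), Slc25a20 (0.28), Slc25a42 (0.29), Slc12a7 (0.34), Acot12 (0.32), Nuak1 (-0.33), Fscn1 (-0.44), Cyp26a1 (-0.90, adjusted p = 0.210), Ahr (-0.40), or Ndufa4 (-0.42). With all mice, the fold change threshold was the only bar for Acaa2, Echs1, Hadha, Hsdl2, Srd5a1, Plpp3, Chdh, Abcd3, Pxmp4, Cpt2, Slc25a20, Slc25a42, Slc12a7 and Acot12. By the adjusted p alone, these genes go with the paper. When 1 mouse was left out, the highest adjusted p was 0.0996 for Hadha, 0.0827 for Slc25a20 and 0.0820 for Slc25a42. It was 0.0696 for Acot12 and 0.0662 for Srd5a1, so that for these genes the adjusted p could be a bar as well. Emilin1 was past the threshold with a pseudocount of 0.1 and with quantile normalization, Col15a1 with quantile normalization, array quality weights and the replicate number as a block, Icam1 with quantile normalization, Pdk4, Slc6a16 and Slc20a1 with array quality weights, and Slc16a6 and Fst with array quality weights and with control and the dose group alone. Leaving out single mice called Decr2 in 8 of the 28 fits, Col15a1 in 7, Emilin1 in 4, Slc6a16 in 3, Icam1 and Fst in 2 each, and Pdk4, Slc16a6, Slc20a1, Lpcat3 and Eci1 in 1 each.

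The paper gives the MUP family as upregulated at the low dose alone. Of the 5 genes that it names, Mup1, Mup7 and Mup11 had adjusted p from 0.219 to 0.304 at 1.5 mg/kg bw/d. In the contrast of 1.5 with 150 mg/kg bw/d no adjusted p of the 5 genes was under 0.101, although Mup-ps17 passed with array quality weights. The sum of all MUP genes goes with the paper: it was higher at 1.5 than at 150 mg/kg bw/d (25400 against 17440, permutation p = 0.0296). At 150 mg/kg bw/d this sum did not differ from control (permutation p = 0.170). The paper gives Rraga as downregulated at the low and middle dose; at 150 mg/kg bw/d its log2FC was -0.46 (adjusted p = 0.0110), past the threshold in 2 of the fits that left out 1 mouse. Several UGT genes are given as upregulated at the low and middle dose; 2 and 3 of 14 had an adjusted p under 0.05, of which 1 each was past the log2FC threshold. The paper describes gradual signs of lipid catabolism at the lower doses. Its metabolites and triglycerides, which bear on this too, were not analysed here. The mean per mouse of the PPARα targets did not differ from control at 1.5 (permutation p = 0.698) or 15 mg/kg bw/d (p = 0.646). The list of peroxisomal fatty acid oxidation goes with the paper's statement at 15 mg/kg bw/d: camera called it (adjusted p = 0.0329; 0.865 with an estimated correlation and 0.0618 with fry), 18 of 25 genes were higher, and its mean per mouse rose by 0.14, with 10 of 13 mice above the control median (p = 0.0468, adjusted p = 0.166).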

Other observations

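The test of adipose tissue, that of growth hormone and the splits were chosen before the results were seen, and the sum over the MUP genes after. Of 100 splits of the control and 1.5 mg/kg bw/d mice, 1 (the real one) gave 42 or more genes past the threshold, and of the control and 150 mg/kg bw/d mice 1 (the real one) gave 96 or more; the other splits gave at most 1 gene. For the lists called by camera, 57, 79 and 23 of 100 splits gave as many at 1.5, 15 and 150 mg/kg bw/d (8, 4 and 12 lists), so that these numbers are within what splits of the same mice give.

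Cfd is a gene of adipocytes, and adipose tissue carried over with the liver could raise it at 150 mg/kg bw/d. The sum of 7 adipocyte-specific genes rose by 0.990 (2.04 to 3.03, permutation p = 0.264), against a rise of 19.6 in Cfd. Adipoq had means of 0.136 and 0.224 in the control and dose group, Plin1 was listed at 0 in every mouse of the dose group, and Fabp4, which liver cells express as well, was 24.1 and 14.8. Fabp4 is from a broader list of adipocyte markers, in which 7 of 9 tested genes were higher and 2 lower, none with an adjusted p under 0.05. Among the higher ones were Cidea (2.71 and 12.96, adjusted p = 0.196) and Lipe (8.11 and 12.6, adjusted p = 0.0919). The mean per mouse of this list was higher by 0.26, in 12 of 14 mice (permutation p = 0.0687, adjusted p = 0.171). Across the 14 mice of the dose group, Cfd and the sum were not correlated (Pearson r = 0.281, permutation p = 0.349; Spearman rho = 0.0593, p = 0.845; r = 0.215 without the 2 mice farthest from the median sum). Most of the sum was Adrb3 (means of 1.48 in the control and 2.36 in the dose group), and the other genes were near the floor. The correlation therefore cannot decide on adipose tissue. The broader list also holds genes with high values in the control livers, such as Car3 (2738) and Pck1 (487.8), and so cannot single out adipose tissue. The low values of Adipoq and Plin1 argue against adipose tissue as the source, which the broader list does not settle. Expression of Cfd in the liver stays open as a hypothesis.

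MUP genes were higher at 1.5 mg/kg bw/d. If reads had only moved between near-identical members, their sum would not change; it rose from 15320 to 25400 (ratio 1.66, permutation p = 0.00407, higher in 9 of 13 mice), which argues against this as the whole cause. The sum at 1.5 mg/kg bw/d also differed from those at 15 (17350, p = 0.0442) and 150 mg/kg bw/d (17440, p = 0.0296). A shift of growth-hormone dependent expression as a whole could raise the MUP genes: 18 of 20 other male-biased genes were higher (median log2FC 0.39, 5 with an unadjusted p under 0.05 and none with an adjusted one) and 9 of 11 female-biased genes lower (median -0.32). The difference of the list means per mouse rose by 0.66, with an SD of 0.519 in the control and 1.59 in the dose group and 8 of 13 mice above the control median (permutation p = 0.152). Too few mice moved for a decision, and the MUP rise cannot be told apart from such a shift.

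The log2FC of 2 doses share the control mice and correlate across genes for that reason alone. In 100 draws with the groups made alike, the mean correlation was 0.495 for 1.5 and 15, 0.498 for 1.5 and 150 and 0.490 for 15 and 150 mg/kg bw/d; the observed ones were 0.127, 0.384 and 0.220, lower than in 100, 86 and 100 of the draws. Genes are not independent replicates.

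In the permutation test of the mean per mouse, endothelial markers were lower at 15 mg/kg bw/d (-0.13, adjusted p = 0.0454, in 10 of 13 mice), with 9 of 12 genes lower; periportal genes were higher in 13 of 13 mice (0.18, adjusted p = 0.0521). No biological explanation was tested for these lists.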
